# High hydrostatic pressure adaptive strategies in an obligate piezophile *Pyrococcus yayanosii*

**DOI:** 10.1038/srep27289

**Published:** 2016-06-02

**Authors:** Grégoire Michoud, Mohamed Jebbar

## Abstract

*Pyrococcus yayanosii* CH1, as the first and only obligate piezophilic hyperthermophilic microorganism discovered to date, extends the physical and chemical limits of life on Earth. It was isolated from the Ashadze hydrothermal vent at 4,100 m depth. Multi-omics analyses were performed to study the mechanisms used by the cell to cope with high hydrostatic pressure variations. *In silico* analyses showed that the *P. yayanosii* genome is highly adapted to its harsh environment, with a loss of aromatic amino acid biosynthesis pathways and the high constitutive expression of the energy metabolism compared with other non-obligate piezophilic *Pyrococcus* species. Differential proteomics and transcriptomics analyses identified key hydrostatic pressure-responsive genes involved in translation, chemotaxis, energy metabolism (hydrogenases and formate metabolism) and Clustered Regularly Interspaced Short Palindromic Repeats sequences associated with Cellular apoptosis susceptibility proteins.

Deep sea hydrothermal vents are considered as oases of life and are characterized by a lack of sunlight, very high temperature (up to 460 °C) and high hydrostatic pressures (HHP)^1^. HHP represents a major parameter in the deep oceans, as the average hydrostatic pressure is estimated at 38 MPa. Pressure-adapted microbes or piezophiles are defined as organisms with an optimal growth rate at a pressure higher than atmospheric pressure (0.1 MPa). However, the effects of HHP on microbial physiology have mainly been studied on mesophilic piezosensitive bacteria (*e.g. Escherichia coli*) and pyschrophilic piezotolerant/piezophile microorganisms (*e.g. Photobacterium profundum* SS9)^2^. Only a handful of piezo-thermophiles have been studied, mainly belonging to the *Archaea* domain (*e.g. Thermococcus barophilus* MP)^3^,^4^. The most HHP-impacted cell component is the cytoplasmic membrane, which tends to become rigid due to the compaction of its lipid constituents in piezosensitive *Bacteria*^1^. These effects are counteracted in piezophiles by altering the membrane composition, especially the amount of monounsaturated fatty acids in lipids^5^; as an example, in *P. profundum* SS9 a piezophilic bacterium, the ratio of unsaturated/saturated membrane lipids increases the membrane fluidity under HHP^6^. A lot of processes like transporters, and motility and respiratory chain components, directly related to the membrane composition are also affected by HHP in piezophiles^5^. The regulation of the genes and enzymes involved in the respiratory chain of several piezophiles is particularly interesting because it illustrates that these microorganisms have developed differential mechanisms to counteract the effect of HHP. As an example, the piezophilic *Shewanella violacea* possesses two cytochrome protein complexes (c and d) that are differentially regulated under HHP, suggesting a shift in the electron chain and the respiration system even though oxygen consumption remains unchanged^7^. These two examples show that the effects of HHP on piezophiles are not due to a specific group of enzymes or genes but to an overall switch of the cell metabolism, not as a stress response *per se* but more as a fine tuning adaptation to deep life conditions. This kind of adaptive strategy is further supported by two recent studies on piezophiles, *T. barophilus* and *Desulfovibrio hydrothermalis*^4^,^8^, where authors showed that piezophilic adaptation goes through major cellular processes, such as the transport of solutes like amino acids, amino acid metabolism and pathways involved in energy production. Since nearly all studies on pressure adaptation were done on piezophiles or piezotolerants, all capable of growing at atmospheric pressure, it is possible that these strains have evolved a dual strategy to cope with both HHP and low pressure. In fact, very little is known about the HHP adaptive mechanisms of the few obligate piezophile organisms isolated up to date. Among these, *Pyrococcus yayanosii* sp. nov., is the first and only known obligate piezophilic hyperthermophilic archaeon, and was isolated from one of the deepest vent fields yet explored^9^,^10^. This species was therefore chosen as the model organism to study the effects of HHP from a genomic, physiological, proteomic and transcriptomic point of view, in comparison to *Pyrococcus* species, which are not obligate piezophiles. Optimal (52 MPa) and stressful pressures (20 and 80 MPa) were experimentally determined for *P. yayanosii*. Here we show, using transcriptomic and proteomic analyses, the importance of several gene clusters and metabolic pathways, such as energy production and conversion, in the adaptation to HHP, and provide new insight into the piezophilic lifestyle of hyperthermophilic microorganisms.

## Results and Discussion

### General features of the *P. yayanosii* CH1 genome compared with other *Pyrococcus* species genomes

We first compared the genomic features of *P. yayanosii* CH1 with three other *Pyrococcus* isolates: *P. furiosus* DSM 3638, *P. abyssi* GE5 and *P. horikoschii* OT3 (Table S1). These isolates were chosen because their physiological characteristics are similar to *P. yayanosii* (Optimal temperature, salinity, pH, etc.) with the exception of their isolation depth and consequently their piezophily (Table S1). Indeed, *P. furiosus* and *P. horikoshii* are both piezosensitive, *P. abyssi* is a piezophile and *P. yayanosii*, as stated earlier, is an obligate piezophile^9^. Their genomic features are similar, with the exception of the genome size that is 200 kb larger for *P. furiosus* (1.9 Mb vs. 1.75 Mb) and of the GC% that is higher for *P. yayanosii* (52% vs 40–45%)^11^. As *P. yayanosii* is the only obligate piezophile among the *Pyrococci*, a comparison was made to try to find piezophilic markers. Core genomes, pan-genomes and unique genes were thus determined for each strain using the EDGAR server^12^ (Fig. 1). This comparative analysis, based on groups of orthologues, revealed 859 common orthologous proteins shared by all four species (Fig. 1), representing a little more than half of the proteins in each strain (39–45%). These proteins are preferentially involved in translation and ribosomal structure (J) and have a general functional prediction only (R). Of the unique genes of *P. yayanosii,* more than 60% are currently uncharacterized, and the genes involved in defense mechanisms are overrepresented. The proteins involved in defense mechanisms are almost all CRISPR (Clustered Regularly Interspaced Short Palindromic Repeats) -associated proteins. As CRISPRs play a role in the prokaryotic immune system^13^, it has been suggested that their presence is correlated with infections by mobile genetic elements (viruses and plasmids), even though proviruses and plasmid(s) are not present in the *P. yayanosii* genome. The overrepresentation of these sequences is probably due to the high plasticity of these structures and is illustrated by the fact that two *P. yayanosii* CRISPR/*cas* clusters out of four are not found in the other *Pyrococcus* species (Figure S1).

A comparison between all species except *P. yayanosii* shows that genes involved in amino acid, carbohydrate biosynthesis and transport are over-represented. Regarding the predicted amino acid pathways for the four strains, *P. yayanosii* appears to lack several important biosynthesis pathways, such as the basic and aromatic amino acid pathways (Table S2). The fact that the aromatic amino acid biosynthesis pathway, and especially tryptophan, are missing from *P. yayanosii* is in agreement with the downregulation of a similar pathway in the piezophile bacterium *D. hydrothermalis* when placed under high pressure^8^. As tryptophan is the largest amino acid and its synthesis has a high energy cost in bacteria^14^, one may think that the import may be more favorable than *de novo* synthesis. In support, Cario and colleagues (2015) showed that the requirement for amino acids increases from 3 to 17 at high pressure in the piezophilic *T. barophilus*^3^.

In order to determine the highly expressed genes in each genome, Codon Adaptation Indices (CAI) were calculated using ribosomal proteins as references^15^. The CAI takes into account the fact that highly expressed genes show a strong bias for particular codons^16^. Excluding the reference genes, the first hundred genes that had the highest CAI were then studied (Figure S2). As could be expected according to the literature, the genes involved in information storage and processing were overrepresented (20%)^17^. Concerning *P. yayanosii*, genes involved in energy production and conversion (C) were found nearly twice as often (17%) as in other strains (9–11%). Among these, we find genes involved in ATP/ADP synthase (V-ATPase) and also genes coding for hydrogenases and ferredoxin oxydoreductases. In *Pyrococcus*, hydrogenases are involved in a simple respiratory system where they link the oxidation of ferredoxin with the formation of hydrogen and store energy in the form of an ion gradient^18^. These results suggest that *P. yayanosii* implemented a seemingly highly expressed system in order to produce and conserve energy under HHP.

### Effect of hydrostatic pressure on the *P. yayanosii* transcriptome and proteome

We chose *P. yayanosii* as our study organism because it was the first hyperthermophilic obligate piezophile described^9^. Preliminary studies and our experimental results are in accordance with an optimal pressure of 50–52 MPa for this species, so we chose 52 MPa as our optimal pressure^10^. In order to determine stressful pressures, where growth rates are cut by half relative to performances at optimal pressure, growth kinetics were assessed at pressures ranging from 0.1 to 80 MPa (Figure S3). As a result, 20 and 80 MPa were selected as sub- and supra-optimal pressures, respectively, for *P. yayanosii*. 

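RNA of *P. yayanosii* grown at 20, 52 and 80 MPa was hybridized to 9 single-colour arrays, 3 for each pressure. Every array held 62976 spots, of which 61657 were not controls, with probes of 60 nucleotides. Of the 57645 different probes, 27855 were designed on *P. yayanosii* and the others on *P. furiosus*. The *P. yayanosii* probes covered 1848 genes with 22000 probes, between 2 and 40 per gene with a median of 12. Another 5855 probes covered 1558 intergenic and non-coding features. Only 4 of them shared their sequence with a probe of another feature. The authors scanned the arrays and had Feature Extraction subtract the background and remove trends across each array, which gave a processed signal for every spot that is not scaled between arrays. For the values given here, signals under 1.0 would have been raised to 1.0, although no *P. yayanosii* probe fell under it, and log2 was taken. Spots of the same probe were averaged without the spots marked as outliers, 19 to 37 per array. The median over the *P. yayanosii* probes of each array was then subtracted, so a level of 0 is that median. A gene is the mean of the probes on its own strand. The median processed signal was 2660 to 2730 at 20 MPa (median 2670), 2298 to 2427 at 52 MPa (median 2318) and 2385 to 2908 at 80 MPa (median 2596). Between 97.9% and 99.2% of the *P. yayanosii* probes were well above background on each array, and no spot was saturated. The number of arrays limits the precision. The standard deviation between replicates, pooled over genes, was 0.072 on the log2 scale at 20 MPa, 0.041 at 52 MPa and 0.15 at 80 MPa. Pearson's r between replicates across genes, which are not independent replicates, was 0.998 to 0.999 at 20 MPa, reached 0.9997 at 52 MPa and was 0.996 to 0.998 at 80 MPa. On the first array of 20 MPa, 11.4% of the *P. furiosus* probes that were dim elsewhere lay well above background, against 0.656% to 2.45% on the other 8 arrays. These probes do not enter the values of *P. yayanosii*. The 9 arrays came from 2 slides, and slide 1 held 2 arrays of each pressure and slide 2 held 1. All genes were tested with limma on the 9 arrays together, and p-values were adjusted with the Benjamini-Hochberg method over the 1848 genes. A gene is called upregulated or downregulated here at an FDR of 0.05 and a fold change of at least 2. Levels are given as log2 means ± SD of 3 arrays, and coordinates are those of the array's annotation.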

Microarray and proteomics analyses were then performed as described in the methods section. Concerning the proteomics analysis, 794 proteins were encountered, which corresponded to 42% of the *P. yayanosii* proteome. These proportions are slightly higher than those described previously in a similar type of study done on *Thermococcus onnurineus*, in which it was grown on different carbon sources^19^. The proteins identified in this study have an average molecular weight of about 40 kDa, with a minimum of 4 and a maximum at 200 kDa, which approximately corresponds to the whole proteome.

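At 20 MPa compared with 52 MPa, 154 genes were upregulated and 99 downregulated, 253 of the 1848 genes tested. The 3 arrays of 20 MPa lay entirely above or below the 3 of 52 MPa for 1648 genes (89.2%), against 10% by chance. Without the fold threshold, the alternative that moved the count most, 1465 genes passed (883 upregulated and 582 downregulated). The count stayed between 247 and 256 with each array left out in turn. With the slide as a block it was again 253, because the slides are balanced over the pressures and every gene past the fold threshold passed the adjusted p, so this count had no room to move. Within slide 1 it was 259 (chosen after seeing the data), and in slide 2, whose single array per pressure allows no test, 237 genes differed by the same fold. The scaling between arrays moved the balance of directions. Of the called genes, 60.9% were upregulated. With the 75th percentile of each array as its reference, 98 genes were upregulated and 129 downregulated (43.2%), and with quantile normalization 108 and 126 (46.2%). The median log2 fold change of all genes was 0.12 here, −0.017 with the 75th percentile and 0.028 with quantile normalization. Probes of the same gene mostly moved together. Of the 253 called genes, 248 had no probe with a change in the opposite direction, and the median SD between the probes of a gene was 0.10 on the log2 scale. The largest rise was that of PYCH_00650, a domon domain protein at 62618 to 63466, with a level of 1.55 ± 0.024 at 20 MPa and −2.12 ± 0.036 at 52 MPa. Its log2 fold change was 3.67 (standard error 0.068, adjusted p = 1.8e-10 from limma). PYCH_14140 followed with 2.85, then PYCH_14150 with 2.80, PYCH_06260 with 2.69 and PYCH_06270 with 2.57. The largest falls were in the formate region, where PYCH_11030 changed by −4.58, PYCH_11040 by −4.38, PYCH_11020 by −3.61 and PYCH_11050 by −3.16, and PYCH_14540 followed with −2.86. For PYCH_11040 the standard error was 0.043 and the adjusted p 1.7e-12.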

*P. yayanosii* multi-omics analysis showed that 81 genes and 152 proteins were upregulated at 20 MPa compared with 52 MPa, whereas 79 genes and 67 proteins were downregulated. 

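The 3 arrays of 80 MPa gave 153 upregulated and 141 downregulated genes against 52 MPa, 294 in all. For 1497 genes (81.0%) the arrays of these pressures did not overlap, where chance gives 10%. As many as 1475 genes passed when no fold change was required (947 upregulated and 528 downregulated), and 282 to 301 passed with each array left out in turn. The slide as a block left the count at 294, which the fold threshold alone decided, 285 genes passed within slide 1 (chosen after seeing the data), and 307 differed 2-fold in slide 2 with no test. The share of upregulated genes was 52.0%. It rose to 71.4% (269 upregulated and 108 downregulated) with the array median taken over the probes of both species, and fell to 36.2% (98 and 173) with the 75th percentile and to 41.3% (102 and 145) with quantile normalization. The median of all genes at 80 MPa was 0.16, and it was 0.39 with the median over both species, −0.029 with the 75th percentile and 0.11 with quantile normalization. Of the 294 called genes, 292 had no probe with a change in the opposite direction. The largest rises were those of PYCH_06260 (2.94), PYCH_08670 (2.93), PYCH_06270 (2.81), PYCH_06250 (2.56) and PYCH_19120 (2.40). PYCH_19120 had a level of −1.59 ± 0.092 at 80 MPa and −3.98 ± 0.073 at 52 MPa (standard error of the log2 fold change 0.057, limma, adjusted p = 5.2e-10). PYCH_03780, at 311470 to 312201, fell most, from 3.94 ± 0.023 to −0.62 ± 0.37, a log2 fold change of −4.57 (standard error 0.14, limma, adjusted p = 2.0e-09). Next came PYCH_11030 with −4.40, PYCH_11040 with −4.16, PYCH_19180 with −4.09 and PYCH_01080 with −4.08.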

At 80 MPa compared with 52 MPa, 134 genes and 129 proteins were upregulated, and 80 genes and 76 proteins were downregulated. 

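Upregulation at both 20 and 80 MPa compared with 52 MPa was found for 57 genes and downregulation at both for 54. A further 9 genes were called in opposite directions. With the 75th percentile as the reference of each array the counts were 28 and 64, with quantile normalization 27 and 57, and with the median over the probes of both species 63 and 48. Across the 1848 genes, which are not independent replicates, the log2 fold changes at 20 and 80 MPa had a Pearson's r of 0.518 and a Spearman's rho of 0.450. Both pressures were set against the same 52 MPa arrays, which by itself gives a correlation. In 1000 simulations of unchanged genes, r had a median of 0.135 and a highest value of 0.361 when each pressure kept its own spread, and a median of 0.501 and a highest value of 0.657 when all had a common spread. The covariance, 0.296, was above the highest simulated values, 0.00193 and 0.00552. At most 1 simulated gene passed the fold threshold in the same direction at both pressures, against the 111 called in the data. As no simulated gene was changed, few could pass by construction. This count is therefore not the overlap that unrelated lists of called genes would give. With a different 52 MPa array for each pressure, r was 0.513 to 0.518 (chosen after seeing the data). Within slide 1, r was 0.529, and within slide 2 it was 0.487.

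**Figure D1:**
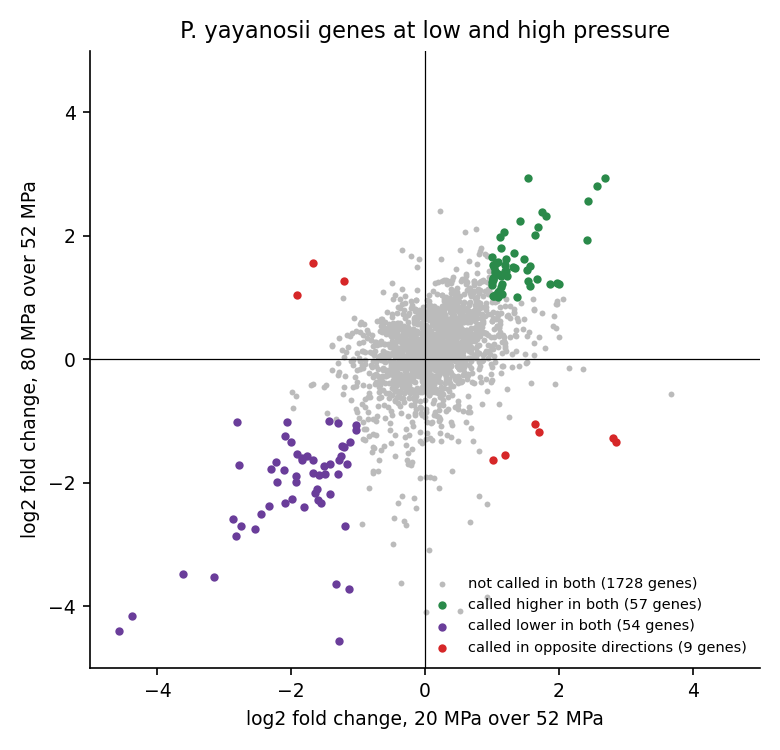
Each point is 1 of 1848 *P. yayanosii* genes, with the log2 fold change at 20 MPa over 52 MPa on the x axis and that at 80 MPa over 52 MPa on the y axis. The 57 genes called upregulated at both pressures lie at the upper right, the 54 called downregulated at both at the lower left, and the 9 called in opposite directions in the other quadrants, with the remaining genes in grey.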

When comparing both 20 and 80 with 52 MPa, one can see that 53 genes and 66 proteins were upregulated, whereas 38 genes and 27 proteins were downregulated in both conditions (Fig. 2 and Table S3).

Real-time RT-PCR was used to validate the transcriptomic data of a set of 22 selected genes encoding hydrogenase subunits, regulators, transporters, Cas proteins and conserved hypothetical proteins. As illustrated in Table S4, their expression changes revealed by real-time RT-PCR resulted in more highly variable results than those from microarrays, illustrating the larger dynamic range of this method compared with microarray measurements^20^.

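The array values were set beside the 16 loci that Table S4 lists. The RT-PCR ratios there are the paper's, and they were taken to the log2 scale. At 20 MPa compared with 52 MPa, the arrays and the RT-PCR gave a Pearson's r of 0.899 across these loci (two-sided permutation test, p = 2e-05) and a Spearman's rho of 0.938 (p = 1e-05, the smallest that 100000 permutations can give). At 80 MPa, r was 0.880 (permutation p = 2e-05) and rho was 0.924 (permutation p = 1e-05). Benjamini-Hochberg adjustment over both pressures left these values at 2e-05 and 1e-05. The loci were selected by the authors and some lie in the same clusters, so they are not independent of each other. Without the 2 loci farthest from the median of the array values, r was 0.842 at 20 MPa (permutation p = 0.00013, 14 loci) and 0.841 at 80 MPa (permutation p = 0.00018). The sign was the same for 16 of 16 loci at both pressures. PYCH_08570, with 0.010 at 80 MPa, and PYCH_11930, with 0.054 at 20 MPa and 0.034 at 80 MPa, were so near 0 on the arrays that other scalings changed their sign. For PYCH_17110, called at both pressures, the call rested on single arrays, since its log2 fold change at 20 MPa was 0.96 without the first array of 20 MPa and 0.99 without the second of 52 MPa, and at 80 MPa it was 0.996 without the second array of 80 MPa. The standard deviation over the loci was 1.72 for the arrays and 2.17 for the RT-PCR at 20 MPa, and 1.87 and 1.58 at 80 MPa. The median absolute difference between the methods was 0.475 at 20 MPa and 0.458 at 80 MPa on the log2 scale. The paper reads the more variable RT-PCR values as the larger dynamic range of that method.

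**Figure D2:**
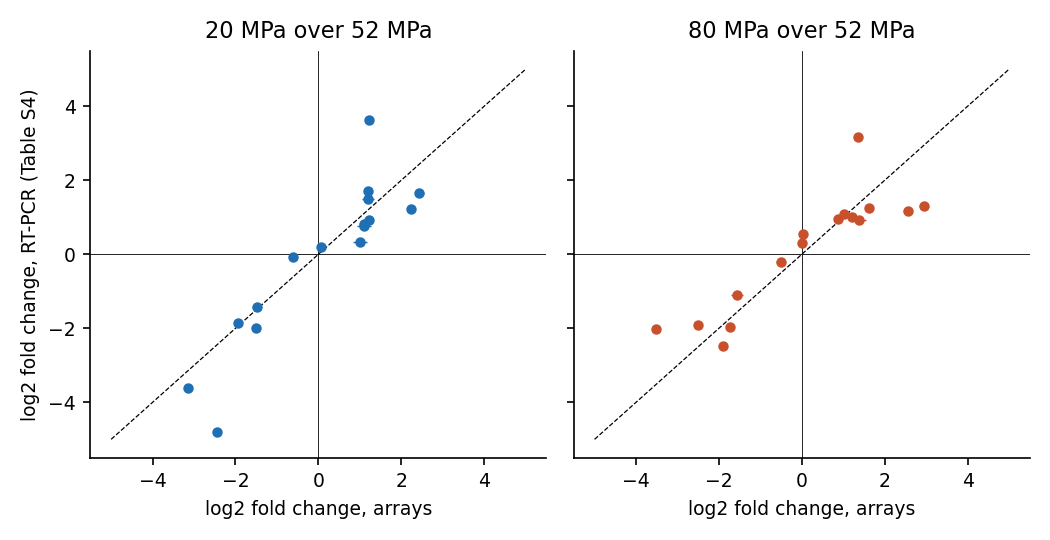
Log2 fold changes of 16 loci on the arrays (x axis, with horizontal bars for the standard error) and by RT-PCR (y axis, from Table S4), at 20 MPa over 52 MPa on the left and 80 MPa over 52 MPa on the right, with a dashed line at equality. The points rise together, with r of 0.899 and 0.880.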

Enriched pathways were determined using KEGG annotations and GO ontology, which showed distinctive regulations between the transcriptome and proteome. 

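The paper names 13 clusters of neighbouring genes, which hold 166 of the genes on the array. Besides the chemotaxis, ribosomal protein and V-ATPase genes they are those of formate metabolism, of the hydrogenases (the membrane-bound Mbh and Mbx and the cytosolic SHI and SHII), a cluster around the replication gene *cdc6*, 3 CRISPR-*cas* clusters and an integrated element. Of these genes, 58 were upregulated and 29 downregulated at 20 MPa, and 42 and 40 at 80 MPa. The counts were the same adjusted over the list alone, which is not independent evidence because the clusters were chosen on these arrays. Each cluster was tested as a set with fry, limma's rotation test, and adjusted over the 26 tests of 13 clusters at both pressures. This test asks whether the genes of a set changed, not whether they changed more than other genes. The adjusted p was at most 0.00431 in every test except that of the CRISPR-*cas* cluster PYCH_09530 to PYCH_09730 at 80 MPa. The competitive test camera, with its preset correlation between genes, lost SHI (adjusted p = 0.0524) and the same CRISPR-*cas* cluster (0.146) at 20 MPa, and the CRISPR-*cas* cluster from PYCH_07940 (0.728) and the integrated element (0.478) at 80 MPa. With an estimated correlation, no set passed (adjusted p 0.223 to 0.836). Relative to the median of all genes, the median log2 fold change of Mbh was −1.40 at 20 MPa and −1.85 at 80 MPa, that of SHII −2.55 and −2.70, and that of SHI −1.33 and −1.59. Chemotaxis was at 1.41 and 1.12, the ribosomal proteins at 0.89 and 1.18, and the V-ATPase at 0.74 and 1.59. The signs of these 6 medians held when arrays were scaled by the median over both species, by the 75th percentile or by quantiles.

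**Figure D3:**
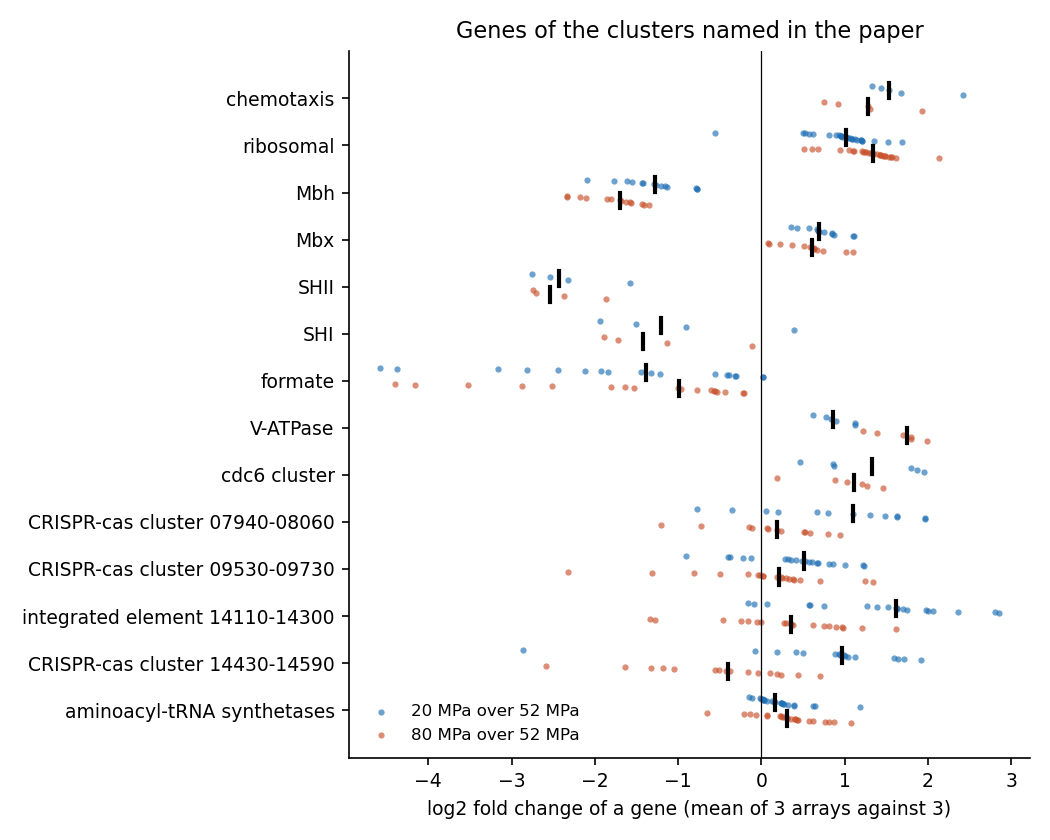
Log2 fold changes of the genes of the 13 clusters and of the aminoacyl-tRNA synthetases (x axis) by cluster (y axis), blue for 20 MPa over 52 MPa and orange for 80 MPa over 52 MPa. Each dot is a gene and each black line a median, which lies at −2.43 and −2.54 for SHII and at 1.53 and 1.28 for chemotaxis.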

Genes involved in energy metabolism via hydrogenases were downregulated in sub-optimal, as well as supra-optimal pressure conditions, whereas the genes involved in chemotaxis, translation via the ribosomes and genes coding for transmembrane ATPases were upregulated under stressful conditions. Concerning the translational regulations, proteins involved in translation and formate metabolism were downregulated, whereas those involved in tRNA biosynthesis, hydrogenases and proteins that possess an oxidoreductase activity were upregulated under stressful pressure conditions (Table 1).

### Hydrostatic pressure impacts the chemotaxis pathway

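The chemotaxis cluster PYCH_15450 to PYCH_15490 lies at 1351722 to 1357991. Its genes were upregulated at 20 MPa, 5 of 5, with a median log2 fold change of 1.53 (fry, adjusted p = 4.7e-09). At 80 MPa, 3 of 5 were upregulated and the median was 1.28 (fry, adjusted p = 9.8e-09). The 5 genes were higher on every array of 20 and of 80 MPa than on any of 52 MPa. PYCH_15480, annotated as the chemoreceptor glutamine deamidase CheD, rose most. Its level was 2.86 ± 0.11 at 20 MPa, 0.44 ± 0.079 at 52 MPa and 2.37 ± 0.048 at 80 MPa, log2 fold changes of 2.43 and 1.93 (standard error 0.062, limma, adjusted p = 7.4e-10 and 2.3e-09). The histidine kinase PYCH_15450 rose least, by 1.33 at 20 MPa and 0.75 at 80 MPa. It and the methyl-accepting chemotaxis protein PYCH_15490 (0.92) stayed under a 2-fold change at 80 MPa. With the median over the probes of both species, 4 of 5 genes were called at 80 MPa.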

*P. yayanosii* genes coding for the chemotaxis pathway (PYCH_15450–490) were all upregulated in a transcriptional manner at 20 and 80 MPa compared with the 52 MPa reference. These genes encode CheA, two CheC, CheD and a methyl-accepting chemotaxis protein (MCP). The MCP acts as the stimulus receptor and permits autophosphorylation of the histidine kinase CheA. The phosphate is then used as a substrate for the CheY protein. The CheC protein then hydrolyses CheY and is connected to the archaellum by a mechanism that is still unknown^21^. Two modes of swimming exist one where the flagella or archaellum rotates in a counterclockwise direction and the cell moves forward, and one where the mobility apparatus rotates in a clockwise direction and the cell changes direction. In *E. coli*, clockwise rotation is caused by binding of the phosphorylated response regulator CheY. In this piezosensitive bacterium, HHP seems to have the same effect on the mobility, causing a tumbling of the cell^22^. The overexpression of this cluster in *P. yayanosii* could similarly indicate an increasing number of clockwise rotations of the archaellum, and thus an increase in tumbling. As a hypothesis, this regulatory response could facilitate the search for nutrients under stressful conditions. This effect is amplified by increased amino acid requirements of the cell, as observed at high pressure in a piezophilic archaeon^3^.

### Effect of hydrostatic pressure on translation machinery

Ribosomal subunits were also regulated under conditions stressful for *P. yayanosii* (PYCH_01350–1610). 

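The ribosomal region PYCH_01350 to PYCH_01610, at 127382 to 142503, holds 27 genes on the array, some of them not ribosomal subunits. The arrays called 15 of them upregulated at 20 MPa and 23 at 80 MPa, and none downregulated. At an unadjusted p under 0.05 limma counted 1 downregulated at 20 MPa and 0 at 80 MPa. The median log2 fold change was 1.01 at 20 MPa (fry, adjusted p = 8.6e-07) and 1.34 at 80 MPa (fry, adjusted p = 2.0e-07). For 27 of 27 genes the arrays of either pressure did not overlap those of 52 MPa. Many of these changes lay close to 2-fold, so the counts moved with the scaling. At 20 MPa, 12 genes were called with the median over the probes of both species, 8 with the 75th percentile and 2 with quantile normalization. At 80 MPa, 20 were called with the 75th percentile and 12 with quantile normalization. PYCH_01610, the preprotein translocase subunit SecY, rose most, by 1.69 at 20 MPa and 2.14 at 80 MPa (standard error 0.043). The hypothetical protein PYCH_01350 was the lowest, with −0.56 and 0.51.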

Out of 24 genes, 10 and 16 were upregulated at 20 and 80 MPa, respectively, whereas 15 and 10 proteins were downregulated at low and high pressure (Fig. 3). Among the 24 aminoacyl-tRNA synthetase proteins that *P. yayanosii* possesses, 15 are translationally up-regulated under both low and high pressure; three genes are also upregulated under the same conditions. 

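Transcripts of 23 aminoacyl-tRNA synthetases were measured on the arrays. Their median log2 fold change was 0.16 at 20 MPa (fry, adjusted p = 6.9e-05 over the 2 pressures) and 0.30 at 80 MPa (fry, adjusted p = 9.6e-06). Relative to the median of all genes, these were 0.040 and 0.14. With the median over the probes of both species, the adjusted p at 20 MPa was 0.277, and over the alternatives it ranged from 7.8e-07 to 0.283. Camera with its preset correlation gave 0.150 at 20 MPa and 0.136 at 80 MPa. At 20 MPa, 1 gene was called, the alanyl-tRNA synthetase-like PYCH_14610 (1.18, standard error 0.078). At 80 MPa, 1 was called, PYCH_10270, the beta subunit for phenylalanine (1.08, standard error 0.065), while the median over the probes of both species called 3, and the 75th percentile and quantile normalization called 0. The lowest were PYCH_13620 for histidine at 20 MPa (−0.15) and PYCH_02710 for leucine at 80 MPa (−0.66). The number upregulated at both pressures was 0 with limma and 0 with SAM, 10 without the fold threshold and 11 at an unadjusted p under 0.05.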

Upregulation of tRNA synthetases suggests an increased need for tRNA in translation. The activity of these enzymes under HHP has only been measured in *E. coli*, a piezosensitive bacterium, where it decreases sharply above 10 MPa^23^. The opposite regulation of ribosomal subunits from a transcriptional and translational point of view at both low and high pressure can either be due to the disrupting effects of low and high pressure or to the starvation of the cell under stressful conditions. The overexpression of the tRNA synthetases suggests greater protein biosynthesis and enzymatic activity under stressful pressures, as an increased synthesis of ribosomal subunits could counteract the effects of HHP on the ribosome complex. This is further supported by the overexpression at both low and high pressure of the protein PYCH_12080, which encodes an ATPase (ABCE1) that plays a crucial role in ribosome recycling^24^.

### Hydrogenases and energy conversion

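The longest stretches of neighbouring genes called in the same direction and downregulated lie in the formate and hydrogenase region of the chromosome. At low pressure, 12 consecutive genes on the array, PYCH_11020 to PYCH_11130 at 971289 to 984056, were downregulated with a median log2 fold change of −2.28. They include the alpha subunit of formate dehydrogenase, formate hydrogenlyase subunits and a formate transporter. At 80 MPa, 15 consecutive genes, PYCH_11220 to PYCH_11360 at 990108 to 998489, were downregulated with a median of −1.70, among them the subunits of a membrane-bound NiFe-hydrogenase and of a monovalent cation/H+ antiporter.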

One of the main pathways regulated in *P. yayanosii* under stressful pressures is the energy pathway with hydrogenases, coupled with formate metabolism (Table 1). Hydrogenases are metalloproteins involved in the reaction 2H^+^ + 2e^−^ ↔ H_2_^25^. In *Thermococcales*, hydrogenases can be classified into different clusters, Mbh, SHI, SHII, Mbx^18^,^26^. These clusters were determined for *P. yayanosii* by homologies with *P. furiosus* genes^18^. The Mbh cluster in *P. yayanosii* corresponds to locus PYCH_11230–360. Out of the 13 genes that are part of this cluster, five and two were transcriptionally and translationally downregulated under low pressure, and seven mRNA and five proteins were also downregulated at 80 MPa (Fig. 3). 

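The arrays carry 14 genes of PYCH_11230 to PYCH_11360, at 990415 to 998489. Low pressure downregulated 11 of them, and the median log2 fold change was −1.28 (fry, adjusted p = 2.3e-08). At 80 MPa, 14 were downregulated and the median was −1.69 (fry, adjusted p = 7.1e-09). For 14 of 14 genes the arrays of both pressures lay below those of 52 MPa. At 20 MPa, the changes ranged from −2.09 in PYCH_11230, an antiporter subunit E, to −0.77 in PYCH_11300, an antiporter subunit D, which with PYCH_11280 and PYCH_11290 stayed under a 2-fold change. At 80 MPa, they ranged from −2.33 in PYCH_11240 (standard error 0.037) to −1.35 in PYCH_11320, the small subunit of the NiFe-hydrogenase (standard error 0.048).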

The Mbx cluster (PYCH_11410–530, 13 genes) is not significantly regulated except for the PYCH_11410–20 genes, which are transcriptionally upregulated under both low and high pressure. 

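The 13 Mbx genes lie at 1003481 to 1013103. Their median log2 fold change was 0.69 at 20 MPa (fry, adjusted p = 1.8e-06) and 0.61 at 80 MPa (fry, adjusted p = 1.0e-05), and 13 of 13 were above 0 at both pressures. PYCH_11530 was the lowest, with 0.36 and 0.079 (limma, adjusted p = 0.186 at 80 MPa). PYCH_11410, annotated as an NADH dehydrogenase subunit, and PYCH_11420 were called upregulated at both pressures. The former changed by 1.11 at 20 MPa and 1.10 at 80 MPa (standard error 0.064), and the latter by 1.10 and 1.01 (standard error 0.057). Both lie just over a 2-fold change. With the 75th percentile 0 genes were called at either pressure (limma, with 13 at 20 MPa and 11 at 80 MPa at an unadjusted p under 0.05 under the scaling used here). At 80 MPa, without the first array of 80 MPa, PYCH_11420 fell to 0.95 and 1 gene was called, as with quantile normalization. By its brightest probe alone, PYCH_11410 changed by 0.51 at 20 MPa and 0.37 at 80 MPa.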

Two proteins, PYCH_11440 and PYCH_11510, are downregulated under low and high pressure, respectively. Both the SHII (PYCH_08370–400) and the SHI cluster (PYCH_00010–40) are also regulated. The SHII cluster is downregulated transcriptionally (4/4) under low and high pressure and translationally (3/4) at high pressure. 

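The SHII genes lie at 735256 to 739322, and 4 of 4 were downregulated at 20 and at 80 MPa. Their median log2 fold change was −2.43 at 20 MPa (fry, adjusted p = 6.1e-08) and −2.54 at 80 MPa (fry, adjusted p = 5.3e-08). PYCH_08370, the alpha subunit, fell least, with −1.58 at 20 MPa and −1.87 at 80 MPa. The lowest were PYCH_08390 at 20 MPa (−2.75, standard error 0.060) and PYCH_08400 at 80 MPa (−2.75, standard error 0.065).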

The SHI cluster is similarly downregulated transcriptionally (2/4) at 20 and 80 MPa, whereas one protein is upregulated at high pressure. 

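Of the 4 SHI genes, at 30 to 3616, 2 were downregulated at 20 MPa and 3 at 80 MPa. The median log2 fold change was −1.21 at 20 MPa (fry, adjusted p = 8.6e-07) and −1.43 at 80 MPa (fry, adjusted p = 2.0e-07). PYCH_00020, a beta subunit, changed most, by −1.94 and −1.89 (standard error 0.065). PYCH_00010, a ferredoxin-NADP reductase subunit, was at 0.39 and −0.11. The delta subunit PYCH_00040 lay near a 2-fold change at both pressures, at −0.91 and −1.13, and the count became 3 at 20 MPa with the 75th percentile and 2 at 80 MPa with the median over the probes of both species.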

The function of these last two clusters is still unclear in *P. furiosus* as their deletion doesn’t seem to have an effect on the strain. The proteins encoded by the Mbh cluster have been suggested to represent a simple form of respiration, in that they generate molecular H_2_ and can use the energy to create an ion gradient across the membrane^27^. Mbh and Mbx protein clusters are homologous and can accept electrons from ferredoxin to create an ion gradient. However, in *P. furiosus*, the main difference between the two is that Mbx is active in the presence of sulfur and couples the oxidation of ferredoxin to NADPH formation with the implication of an NADPH elemental sulfur reductase (NSR) and glutaredoxin-like protein (Pdo)^28^. The upregulation of part of the Mbx and SHII cluster probably accounts for the results observed in Table 1.

The main cluster regulated under pressure codes for formate metabolism (PYCH_11030–200)^29^,^30^. Among the 17 genes of this cluster, 10 and eight are downregulated transcriptionally at low and high pressure, respectively. 

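The formate cluster PYCH_11030 to PYCH_11200 holds 18 genes on the array, at 971451 to 988180. Of these, 11 were downregulated at 20 MPa, and the median log2 fold change was −1.38 (fry, adjusted p = 5.1e-08). At 80 MPa, 9 were downregulated, and the median was −0.98 (fry, adjusted p = 5.1e-08). PYCH_11030, the alpha subunit of formate dehydrogenase, had a level of 3.47 ± 0.024 at 52 MPa, −1.11 ± 0.037 at 20 MPa and −0.92 ± 0.15 at 80 MPa. Its standard error was 0.068 and its adjusted p from limma was 4.1e-11 at both pressures. The genes at the other end of the cluster changed least. At 20 MPa the highest was PYCH_11200 with 0.023 (limma, adjusted p = 0.602), and at 80 MPa it was PYCH_11190 with −0.21, both annotated as subunits of a membrane-bound complex. At 80 MPa, 8 genes were called with the median over the probes of both species and 10 with the 75th percentile.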

Even though they are not translationally regulated at low pressure, some (3) are downregulated at high pressure (Fig. 3). In *Thermococcales*, formate is oxidized to CO_2_ by a formate dehydrogenase and then protons are reduced to H_2_ by a hydrogenase in response to formate accumulation during fermentation^29^,^31^. This allows the cells to maintain homeostasis of their cytoplasmic pH. Even though different formate clusters exist in *Thermococcales,* only one seems to be responsible for cell growth on formate in *T. onnurineus* (fdh2-mfh2-mnh2)^29^. This cluster shows strong homology with the *P. yayanosii* cluster, suggesting that *P. yayanosii* could metabolize formate. This has been confirmed recently in the mutant *P. yayanosii* strain A1, a derivative strain of CH1 that can grow at atmospheric pressure. Indeed, Li in 2014, showed that when this cluster was deleted, formate accumulation was detected with a loss of viability at atmospheric pressure^32^. Interestingly, this accumulation was also detected after the deletion of Mbh and SHI encoding genes using a recently developed genetic tool^33^, which indicated that they are involved in the formate metabolism. However, it seems that this strain is unable to grow solely on formate^32^.

Given the transcriptional downregulation of this cluster in low and high pressure, one could propose that in optimal conditions, the strain derives energy from the conversion of formate to bicarbonate and H_2_ to sustain growth, suggesting a difficulty for the cell to transport formate when placed in stressful conditions. In *P. furiosus*, when sulfur is added, the Mbh cluster is downregulated and replaced by the Mbx cluster, as shown in a transcriptomic analysis by Schut *et al.*^28^. Interestingly, part of this cluster is upregulated both transcriptionally and translationally in *P. yayanosii* under stressful conditions and, at the same time, the NSR (PYCH_07890) and Pdo proteins (PYCH_16300) are also upregulated at low and high pressure, as shown in Table 1. These results strongly suggest a pressure-induced energetic shift similar to what happens in *P. furiosus* on the addition of sulfur^18^.

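PYCH_07890, annotated on the array as NADH oxidase, lies at 684025 to 685353. Its transcript had a level of 2.62 ± 0.024 at 20 MPa, 1.70 ± 0.017 at 52 MPa and 3.37 ± 0.17 at 80 MPa. The log2 fold change was 0.92 at 20 MPa (limma, adjusted p = 1.3e-06), a fold change of 1.89 and thus not called, and 1.67 at 80 MPa (standard error 0.073, limma, adjusted p = 1.5e-08). It passed a 2-fold change at 20 MPa when its probes were summarized by their median (1.02) or by the brightest of them (1.20). PYCH_16300, a protein disulfide oxidoreductase at 1443420 to 1444100, had a level of 2.16 ± 0.055 at 20 MPa, 1.60 ± 0.0063 at 52 MPa and 1.98 ± 0.059 at 80 MPa, log2 fold changes of 0.56 and 0.38 (standard error 0.045, limma, adjusted p = 1.3e-06 and 2.5e-05), both under a 2-fold change. The proteins were not analysed here. From the response of *P. furiosus* to sulfur, in which Mbx takes the place of the downregulated Mbh, and from the upregulation of part of the Mbx cluster, the NSR and the Pdo under stressful pressures, the paper proposes that pressure induces an energetic shift like that on the addition of sulfur.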

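The V-ATPase genes PYCH_15710 to PYCH_15760 lie at 1380847 to 1386713. At 80 MPa, 6 of 6 were upregulated, with a median log2 fold change of 1.75 (fry, adjusted p = 5.1e-08). They ranged from 1.22 in subunit B, PYCH_15750 (standard error 0.045), to 1.98 in subunit D, PYCH_15760 (standard error 0.075), and 5 were called with quantile normalization. Compared with 52 MPa, the median at 20 MPa was 0.86 (fry, adjusted p = 8.6e-07) and 2 genes were called, between 0.61 in PYCH_15750 and 1.13 in subunit F, PYCH_15730. None was called there with the 75th percentile or with quantile normalization by limma, and 6 of 6 were above 0 at an unadjusted p under 0.05. The 80 MPa arrays lay above the 20 MPa arrays by a median of 0.74 (fry, adjusted p = 4.1e-06 over 14 sets).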

All the genes coding for a transmembrane ATPase were transcriptionally upregulated at 80 MPa compared with 52 MPa (PYCH_15710–60). These genes are subunits of a V-ATPase that generates a proton gradient driving the accumulation of solutes^34^. Incidentally, it has been shown that acidification of the cytosol in yeasts due to high pressure has an impact on glycolysis^35^ and that an ATPase plays a role in removing the H^+^ ions to vacuoles, thus increasing the cytosolic pH^36^. One could then suppose that the overexpressed V-ATPase genes could regulate the intracellular pH under very HHP, or could counterbalance proton production by the Mbx.

### CRISPR/Cas system

Other regulated clusters in *P. yayanosii* included genes involved in replication and CRISPR-*cas*. 

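PYCH_06170, annotated as a bipolar DNA helicase, lies at 515281 to 516975. Its transcript had a level of 1.17 ± 0.091 at 20 MPa, 1.12 ± 0.032 at 52 MPa and 2.16 ± 0.069 at 80 MPa. At 80 MPa compared with 52 MPa its log2 fold change was 1.04 (standard error 0.055, limma, adjusted p = 5.7e-08), just over a 2-fold change. It was 0.85 with the 75th percentile and 0.92 with quantile normalization, and was then not called. At 20 MPa it was 0.057 (limma, adjusted p = 0.36), and it became −0.080 with the 75th percentile and −0.015 with quantile normalization. The array annotation used here lists no probe for PYCH_06190.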

Concerning replication, we found two loci (PYCH_06170 and PYCH_06190) coding for a bipolar DNA helicase and a rad50 ATPase. The PYCH_06170 locus is translationally upregulated at high pressure, whereas PYCH_06190 is translationally upregulated under the same conditions. This upregulation is correlated with the regulation of another cluster PYCH_16160–210 which is composed, among others, of the *cdc6* gene. Among the six loci of this cluster, three and five are translationally upregulated at low and high pressure, respectively. 

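The transcripts of the 6 genes PYCH_16160 to PYCH_16210, at 1425561 to 1435473, had a median log2 fold change of 1.33 at 20 MPa (fry, adjusted p = 5.3e-08) and 1.12 at 80 MPa (fry, adjusted p = 3.0e-07). The arrays called 3 upregulated at 20 MPa and 4 at 80 MPa. With the median over the probes of both species 5 were called at 80 MPa, with the 75th percentile or quantiles 3, and without the third array of 80 MPa 3. PYCH_16170, the cell division control protein 6, had a level of 0.40 ± 0.061 at 20 MPa, −1.40 ± 0.029 at 52 MPa and −1.20 ± 0.055 at 80 MPa. Its log2 fold change was 1.79 at 20 MPa (standard error 0.047, limma, adjusted p = 7.8e-10) and 0.19 at 80 MPa (limma, adjusted p = 0.00364). PYCH_16180, the small subunit of DNA polymerase II, changed by 1.95 and 0.89, and PYCH_16160, a 5'-methylthioadenosine phosphorylase, by 0.46 and 1.46.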

Its presence strongly suggests that the replication origin is situated in this cluster, which was confirmed by a Blast search done using the origin replication determined in *P. furiosus*^37^. The upregulation of these replication genes, along with the regulation of the ribosomal cluster, strongly suggests a stress response of *P. yayanosii* to HHP, whereas the regulation of hydrogenases and formate enzymes could be considered a metabolic shift and thus a metabolic adaptation.

*P. yayanosii* possesses three CRISPR-*cas* clusters, which are not regulated in the same way. 

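The CRISPR-*cas* cluster PYCH_07940 to PYCH_08060 holds 13 genes at 691457 to 707660. The arrays of 20 MPa gave 7 upregulated genes and a median log2 fold change of 1.10 (fry, adjusted p = 6.1e-08). The number downregulated was 0 with limma and 0 with SAM, and 2 at an unadjusted p under 0.05. PYCH_08020, a CRISPR-associated protein of the Csx3 family, rose most, by 1.97 (standard error 0.051, limma, adjusted p = 7.4e-10). At 80 MPa, the median was 0.18 (fry, adjusted p = 7.3e-04), or 0.022 relative to the median of all genes. It became −0.0075 with the 75th percentile (fry, adjusted p = 0.881, within 2.5e-05 to 0.881 over the alternatives). The hypothetical protein PYCH_07950 was downregulated at 80 MPa only, with −0.78 at 20 MPa and −1.21 at 80 MPa (standard error 0.073), and 0 genes were upregulated with limma and with SAM, while 7 had an unadjusted p under 0.05. PYCH_08020 was the highest, at 0.94. With the median over the probes of both species, 2 genes were upregulated and 0 downregulated at 80 MPa.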

Five and two *cas* genes from the PYCH_07940–8060 cluster are transcriptionnally downregulated at low and high pressure, respectively. 

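The CRISPR-*cas* cluster drawn in Figure S1, PYCH_09530 to PYCH_09730, has 20 genes on the array at 839319 to 857985. This range was read from the drawing. For its other regulated cluster the paper's text gives fewer genes and no locus range, so the sets of genes may differ. The median log2 fold change was 0.51 at 20 MPa (fry, adjusted p = 2.4e-06), with 3 genes upregulated, and 0.21 at 80 MPa (fry, adjusted p = 0.497), with 2 upregulated and 2 downregulated. The genes of this cluster moved both ways at 80 MPa, where their mean was 0.036. The median there was −0.030 with quantile normalization (fry, adjusted p = 0.0014) and 0.14 without the second array of 80 MPa (fry, adjusted p = 7.1e-04), within 7.1e-04 to 0.959 over the alternatives, with means of −0.15 and 0.010. The helicase Cas3, PYCH_09580, rose most at 20 MPa, by 1.23 (standard error 0.042). Cas4, PYCH_09590, rose most at 80 MPa, by 1.34 (standard error 0.057), and with PYCH_09600 it was upregulated at both pressures. Cas6, PYCH_09540, fell most at 80 MPa, with −2.33 (standard error 0.047, limma, adjusted p = 2.3e-10), and the hypothetical protein PYCH_09710 was lowest at 20 MPa with −0.90.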

Another regulated cluster is comprised of 14 genes, two of which are over-expressed at 20 and another two of which are over expressed at 80 MPa, respectively. The differential regulation of these clusters seems to support the hypothesis that these regions are subject to extensive rearrangements, even though the CRISPR sequences do not match those of known viruses. This is probably due to the fact that only two *Thermococcales* viruses have ever been sequenced^38^.

Another genomic cluster that is comprised of a CRISPR-*cas* system is also regulated under stressful pressure conditions (PYCH_14110–590) (Figure S4). Among this cluster, we find a region that seems to be an ancient integration of a genomic element, characterized by the presence of a SSVI integrase (PYCH_14110–300)^39^. Almost all the genes code for hypothetical proteins and 13 are transcriptionally up-regulated at low pressure (Figure S4). Also, two proteins responsible for the cyclic 2,3-diphospoglycerate (cDPG) synthesis (PYCH_14390–400) are upregulated at 20 and 80 MPa. 

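The integrated element PYCH_14110 to PYCH_14300 has 20 genes on the array, at 1238311 to 1252794. At 20 MPa compared with 52 MPa, 14 were upregulated, and these follow one another from PYCH_14140 to PYCH_14270. The median log2 fold change over the 20 genes was 1.62 (fry, adjusted p = 1.4e-05). The highest was PYCH_14140, already named among the largest rises (standard error 0.17, limma, adjusted p = 1.7e-07), and the lowest was PYCH_14130 with −0.16. At 80 MPa, 2 genes were upregulated and 2 downregulated, and the median was 0.36 (fry, adjusted p = 0.00431). With the 75th percentile the median was 0.17 (fry, adjusted p = 0.0607, within 1.4e-04 to 0.0908 over the alternatives), and with the median over the probes of both species 6 genes were upregulated. PYCH_14140 was now the lowest with −1.33, and PYCH_14300, a transcriptional regulator of the SpoVT/AbrB family, the highest with 1.62.

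**Figure D4:**
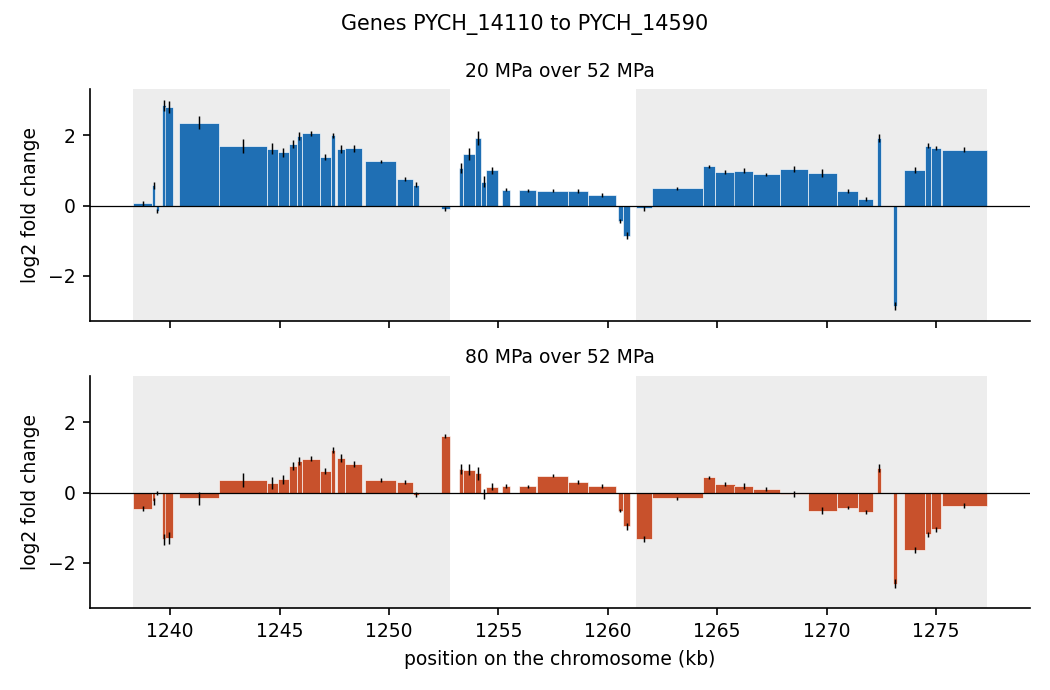
Log2 fold changes at 20 MPa over 52 MPa (top) and 80 MPa over 52 MPa (bottom) of the genes PYCH_14110 to PYCH_14590 along the chromosome (x axis, in kb), with a bar per gene and vertical lines for the standard error. In the left grey region, the integrated element, 14 genes stand out upwards at 20 MPa, and in the right one, the CRISPR-*cas* genes PYCH_14430 to PYCH_14590, 14 of 16 bars point upwards at 20 MPa (median 0.97), with PYCH_14540 far down, and 11 point downwards at 80 MPa (median −0.40).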

The cDPG is a low molecular weight compound that accumulates to high levels in some hyperthermophilic methanogens like *Methanopyrus kandleri*. Studies suggest that it is involved in temperature adaptation or energy storage^40^,^41^. In *P. yayanosii*, cDPG could play a role in energy supply to cope with the constraints of HHP. The last part of the cluster corresponds to the PYCH_14430–460 genes coding for CRISPR-*cas* (Figure S4). 

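Figure S4 draws the CRISPR-*cas* genes to PYCH_14590, and the 16 genes from PYCH_14430 on the array lie at 1261290 to 1277330. Of these transcripts, 7 were upregulated at 20 MPa and 1 downregulated (fry, adjusted p = 1.0e-06). The count of upregulated genes was 4 with the 75th percentile and with quantile normalization, and 5 with the median over the probes of both species. At 80 MPa, 5 were downregulated and 0 upregulated with limma and with SAM, and 4 were higher at an unadjusted p under 0.05 (fry, adjusted p = 4.2e-05). With the median over the probes of both species 3 were downregulated and fry gave an adjusted p of 0.0593, the highest of its alternatives, from 6.0e-07. The hypothetical protein PYCH_14540 was downregulated at both pressures, with −2.59 at 80 MPa (standard error 0.12). PYCH_14530, another hypothetical protein, was the highest at both, with 1.92 and 0.70. Cas1, Cas2 and Cas4 were called in opposite directions. PYCH_14560 (Cas1) was at 1.01 and −1.63, PYCH_14570 (Cas2) at 1.71 and −1.18, and PYCH_14580 (Cas4) at 1.64 and −1.05. Of the calls, 1 for each gene lies nearer the fold threshold and depends on the scaling. Taking the median over the probes of both species left PYCH_14560 at 0.96 at 20 MPa, and PYCH_14570 at −0.95 and PYCH_14580 at −0.82 at 80 MPa, so that each was called at 1 pressure only. At 20 MPa, PYCH_14560 was also at 0.87 with the 75th percentile, 0.79 with quantile normalization, 0.40 by its brightest probe and 0.99 without the second array of 20 MPa or the second of 52 MPa, and PYCH_14580 was at −0.96 at 80 MPa without the first array of 80 MPa.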

Four loci are transcriptionally upregulated at low pressure, and seven are translationally downregulated at 80 MPa.

These results seem to suggest a particular role of *cas* genes in the resistance or sensitivity to high pressure, even though they are believed to confer resistance to foreign genetic elements such as viruses and plasmids^42^. However, a few studies done on *Bacteria* or fungi have indicated a potential role of *cas* genes in biofilm or spore formation^43^,^44^. One could then suggest that, in some cases, *cas* genes could play a role in transcriptional regulation in a similar way to the RNA interference system in eukaryotes^45^.

## Conclusion

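The arrays of 80 and 20 MPa were also compared directly. Limma called 113 genes higher at 80 MPa and 133 lower, 246 in all, and for 1463 genes (79.2%) the arrays did not overlap, against 10% by chance. With each array left out in turn, 236 to 275 genes were called. With the median over the probes of both species, 235 genes were higher and 83 lower. The slide as a block left 246, which the fold threshold alone decided, 235 genes were called within slide 1 (chosen after seeing the data), and 272 differed 2-fold within slide 2, with no test. Of 14 gene sets, the 13 clusters and the synthetases, 12 differed between 80 and 20 MPa with an adjusted p under 0.05 from fry. The other pair were SHII (adjusted p = 0.107) and formate metabolism (adjusted p = 0.733, with a median of −0.060 and a mean of opposite sign, 0.049). The median difference was −0.50 for chemotaxis (fry, adjusted p = 2.5e-06), −0.42 for Mbh (4.1e-06), 0.30 for the ribosomal genes (4.8e-04) and −0.24 for the genes around *cdc6* (4.2e-05). It was −0.84 for the CRISPR-*cas* genes from PYCH_07940, −0.96 for those from PYCH_14430 (fry, adjusted p = 4.2e-07 for each) and −0.86 for the integrated element (2.3e-04). The number of sets that differed depends on the scaling. It was 13 of 14 with the 75th percentile and with quantile normalization, where chemotaxis was at −0.55 and −0.56 (fry, adjusted p = 2.7e-07 and 7.0e-07, within 1.4e-07 to 0.342 over the alternatives) and Mbh at −0.47 and −0.43 (5.7e-07 and 9.9e-07, within 5.7e-07 to 0.342). The added set was SHII, which passed in opposite directions, at −0.18 and 0.11. The array median over the probes of both species moved all genes alike, their median difference from 0.048 to 0.33, and 5 of the 14 sets then differed: the V-ATPase (1.02), the ribosomal genes (0.58), the CRISPR-*cas* genes from PYCH_07940 (−0.56) and from PYCH_14430 (−0.69) and the integrated element (−0.58). The difference for the genes around *cdc6* became 0.033 (fry, adjusted p = 0.929, within 2.1e-05 to 0.935 over the alternatives), and chemotaxis, at −0.22, and Mbh, at −0.14, no longer passed. Relative to the median of all genes, the genes around *cdc6* were at −0.29 under both medians, by construction, but at 0.0090 by the brightest probe of each gene, where the set still passed with a median of 0.040 and a mean of −0.11. Genes with the largest rises from 20 to 80 MPa were PYCH_00700 (3.23), PYCH_08920 (2.96), PYCH_04990 (2.47), PYCH_17370 (2.23) and PYCH_19120 (2.18). Those with the largest falls were PYCH_09020 (−4.77), PYCH_01080 (−4.60), PYCH_00650 (−4.23), PYCH_14140 (−4.18) and PYCH_19180 (−4.10). For 2 of these genes single arrays decided the call at 80 MPa against 52 MPa. PYCH_08920 was called there but changed by 0.79 without the second array of 80 MPa, and PYCH_17370 (0.99) was not called but reached 1.09 without the same array and 1.01 without the second array of 52 MPa. At 20 MPa, PYCH_19180 was at 0.014 against 52 MPa, and other scalings changed its sign.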

Results described in this manuscript showed that the responses to high and low pressure are mostly equivalent except for certain functions like transmembrane ATPases and, replication (Fig. 4). Hydrostatic pressure also impacts the chemotaxis pathway, translation via ribosomes, CRISPR-*cas* and energy metabolism, with the regulation of hydrogenases, oxidoreductases and formate metabolism (Fig. 4). This last regulation constitutes a large metabolic shift, with the down-regulation of hydrogenases and formate metabolism and the up-regulation of oxidoreductases (Fig. 4).

Thus the H_2_ metabolism (Mbh, SHI/SHII and Mfh2 hydrogenases) is repressed at low and high pressure, while the energy could be supplied mainly by the sulfur-dependant hydrogenases (Mbx) activity, which are surexpressed under these conditions at translationally level (Fig. 4). This metabolic shift might be a result of the adaptive mechanism of cell membrane-embedded proteins to changing membrane fluidity as has been demonstrated on other piezophiles that showed major effects of high pressure on cellular membranes and energy metabolism^46^. The H_2_ and H_2_S production and the hydrogenases activities should be measured at optimal, sub- and supraoptimal HP to gain into insight of the regulation of the cells of their energy demand under large range of HP. One can conclude that the modulation of respiration pathways is one of the piezoadaptation mechanisms by which microorganisms adapt to variations in hydrostatic pressure. Chemotaxis machinery that depends on respiration activity and membrane potential is also impacted by low and high pressure at transcriptional level, which might be due too to change in membrane fluidity. The regulation of genes involved in replication and translation (ribosomal subunits) confirm the extensive effect of HHP on fundamental cell processes. The up-regulation of these genes implies a disruptive role of HHP on complex protein structure (ribosomes and the replication mechanism) related to nucleic acids. The next step in the study of piezophiles could be to perform several adapted protocols to analyze the metabolome which could potentially provide a more accurate picture of the true physiological state of the cell in response to hydrostatic pressure change^47^.

## Methods

### Media and growth conditions

*Pyrococcus yayanosii* strain CH1 was isolated from chimney samples harvested from the Ashadze hydrothermal site, at 4,100 m depth on the Mid-Atlantic ridge^9^,^10^ in March 2007. It was grown at 98 °C under anaerobic conditions in TRM medium (“*Thermococcales* Rich Medium”)^10^. High hydrostatic pressure cultures were grown in sterile syringes and incubated in a high hydrostatic pressure/high-temperature incubator (Top Industrie) from 0.1 MPa to 80 MPa, as previously described^48^. Once the middle of the exponential phase was reached (after 4 hours), the cells were slowly decompressed and immediately placed in previously frozen falcon tubes, in order to minimize the degradation of the cell component (RNA and proteins).

### Determination of cell numbers

Growth was monitored by cell counting using a Thoma chamber and photonic microscopy at x40 (Olympus) magnification or using flow cytometer (CyFlow Space, Partec). Cells were fixed with 2% paraformaldehyde and counted with one of the two previous described methods.

### DNA purification and extraction

Genomic DNA extraction of *P. yayanosii* CH1 was performed using a phenol–chloroform–isoamyl alcohol (PCI) method as described by Thiel *et al.*^49^. The DNA was quantified by NanoDrop and the quality of extraction was checked by electrophoresis on a 1% agarose gel containing ethidium bromide at a final concentration of 0.5 mg/ml (in a bath of 40 mM Tris pH 8, 40 mM acetate-1 mM EDTA pH 8 (TAE) 1X). The migration was performed at 85 V for 40 min, with a 1 kb ladder (Promega) as the size marker. The routine tests by PCR amplification were performed using Taq Polymerase (Promega).

### RNA purification and extraction

The total RNA extraction method has been described in Vannier *et al.*^4^. RNA samples (≈750 μg) were sent to the Imaxio company for microarray analysis, where the quality was assessed by Bioanalyzer 2100 (Agilent Technologies). Low Input Quick Amp WT Labeling Kit, One color (Agilent Technologies) was used to synthesize labeled cRNA from 50 ng of total RNA. The amplified cRNA were purified using Qiagen’s RNeasy Mini Kit, quantified by Nanodrop ND-1000 and analyzed by Agilent Bioanalyzer. The cRNA quantity ranged between 3 and 5 μg. cRNA were fragmented at 60 °C for 30 min in a specific buffer to obtain fragments between 50 and 200 nucleotides. Hybridization was performed using 600 ng cRNA at 65 °C for 17 h. After the hybridization, the slides were washed, and the microarrays were scanned using an Agilent G2505C scanner. Feature extraction and image analysis software (Feature Extraction Software; Agilent Technologies) was used to locate and delineate every spot in the array and to integrate each spot’s intensity, using the simple color Agilent protocol (GE1_1105_Oct12). The microarray results were deposited in the GEO platform of the NCBI (Accession number: GSE72783).

Normalization and statistical analysis were done by the platform “*Génomique Santé de Biosit*” in Rennes, France (http://ouestgenopuces.univ-rennes1.fr/). First, data were threshold (values below 1.0 were set equal to 1.0) and log2-transformed. Normalization was performed using per-array and per-gene median normalization methods (scaling). 

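The deposited series matrix holds the authors' values after this normalization. Its values were set against the processed signals of the same arrays as differences between arrays. They equalled the log2 processed signal after subtraction of the array median over the probes of both species, with Pearson's r of 1 and a largest offset of 0.0026 over 27855 *P. yayanosii* probes and 0.0017 over 29790 *P. furiosus* probes, so the scale is log2. Each probe is centred on its median over the 9 *P. yayanosii* arrays or over the 6 *P. furiosus* arrays, which cancels in a comparison between arrays of the same species, and the direction is that of the signal. The column medians were −0.18, 0.0065 and 0 at 20 MPa, −0.090, 0 and −0.083 at 52 MPa and 0.046, 0.13 and 0.044 at 80 MPa. For the *P. furiosus* arrays they were −0.042, 0.13 and 0.34 at 0.1 MPa and −0.36, −0.11 and −0.0056 at 45 MPa. With these values in place of the processed signals, 132 genes were upregulated and 107 downregulated at 20 MPa compared with 52 MPa, and 267 and 109 at 80 MPa.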

TMEV software^50^ was used to perform the differential expression analysis. Genes differentially expressed between conditions were identified using a multi-class SAM (Significant Analysis of Microarray). Adjusted p-values were calculated by controlling for a false discovery rate (FDR) of 5%.

### Microarray

The transcriptome was analyzed using an Agilent Microarray. It was designed using the Agilent eArray 5.0 program according to the manufacturer’s recommendations. Each customized microarray (8 × 60 K, AMADID 048498, Agilent Technologies) contains the whole genome covered by 60-mer oligonucleotides, representing the genes, intergenic space and non-coding RNA. The genes and intergenic space where extracted from the NCBI GenBank Database.

### Expression Profiling by Real-time RT-PCR

Total RNA and cDNA synthesis was performed as described above. PCR primer pairs were designed using Primer3 software^51^ with standard parameters and calibrated with genomic DNA. qPCR was done using the SYBR® Green PCR Master Mix it (Applied Biosystems). For one reaction, 12.5 μl of Master Mix was used, along with 1 μM of primers and 1 ng of cDNA. Standard conditions were used with the StepOnePlus™ Real-Time PCR System (Applied Biosystems), DNA denaturation at 95 °C for 10 min followed by 40 cycles of 95 °C for 10 s, 60 °C for 10 s and 72 °C for 15 s. Gene expression was calculated relative to the transcripts levels of the 16S rRNA gene using the formula ΔΔCt and the software supplied by the system.

### Protein extraction and analysis

Protein extraction was done as described by Lee *et al.*^52^ in quadruple for each condition. 100 ml of cells were centrifuged at 8,000 *× g*, for 15 min at 4 °C. The pellet was resuspended in 1 ml of TE buffer and recentrifuged. 500 μl of extraction buffer (25 mM Tris-HCl pH 8, 1% SDS and 5 mM DTT) was used to resuspend and vortex the cells for at least 2 min. The suspension was sonicated on ice at 60% amplitude using 2 s pulses in an Ultrasonic Processor (Misonix) for 20 pulses. Cellular debris was removed by centrifugation at 25,000 *× g* for 30 min at 4 °C. The whole cell lysate supernatant was incubated in a 37 °C water bath for 1 h to reduce completely the sample. Protein content was assessed with the 2D Quant Kit (GE Healthcare).

Spectral-counting based label-free quantitative proteomics was performed to identify differentially expressed proteins. First, short 1-D SDS-PAGE runs (5–12%) were performed with 10 μg of total proteins allowing the proteins to migrate for 5–7 mm in length. Gels were stained with Coomassie blue (BioRad), roughly cut and sent to PAPPSO platform facilities, Jouy-en-Josas, France. The analysis presented here were more thoroughly described in Arfi *et al.*^53^. Each gel was cut in a band of approximately 2 mm width and 5–7 mm length. Bands were then washed and digested with trypsin (Promega). Tryptic peptides were extracted, concentrated and desalted on a precolumn cartridge (300 μm i.d., 5 mm Dionex). A separating column (75 μm i.d., 150 mm, Nanoseparations) was used to eluate peptides. Peptides were analyzed with a Q-exactive mass spectrometer (Thermo Fisher Scientific, USA) using a nanoelectrospray ion source. The raw mass data were first converted to mzXML format with the ReAdW software (http://tools.proteomecenter.org/software.php). Protein identification was performed querying MS/MS data against the predicted proteomes of *P. yayanosii* (Uniprot Database, 2013/12/17) together with an in-house contaminant database, using the X!Tandem software (X!Tandem Cyclone (2011.12.01), http://www.thegpm.org). Proteins identified with at least two unique peptides and a log(E-value) lower than 4 were validated.

Statistical analyses to identify regulated proteins were performed with the PepC software using spectra counts for each protein^54^. Regulations between conditions were considered statistically reliable when the p-value (Student’s t-test and G-test) was below 5% and the fold change greater than 2.

### Statistical analysis

Once differentially expressed genes (multi-class SAM, TMEV software^50^) and proteins (Student’s *t*-test and G-test, PepC software^54^) were determined, over-expressed KEGG categories were identified using the KOBAS website^55^ and a binomial test. Over-represented GO terms were identified using the GO Local Exploration Map (GOLEM) software with a FDR of 5%^56^. The Enrichment Map^57^ plugin of the Cytoscape software^58^ was used to summarize the data. Syntheny of the regulated gene clusters was represented using the SyntTax software^59^ and the EasyFig software^60^.

## Additional Information

**How to cite this article**: Michoud, G. and Jebbar, M. High hydrostatic pressure adaptive strategies in an obligate piezophile *Pyrococcus yayanosii*. *Sci. Rep.* **6**, 27289; doi: 10.1038/srep27289 (2016).

## Supplementary Material

Supplementary data

Supplementary Table S3

## Figures and Tables

**Figure 1:**
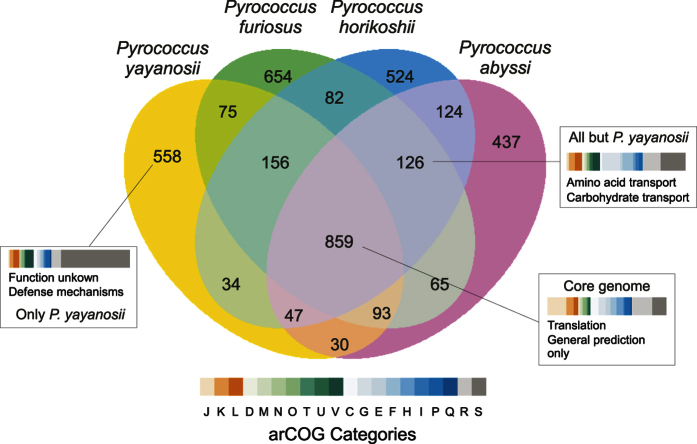
Four-way Venn diagram of orthologous genes calculated by reciprocal hits. *P. yayanosii* (yellow), *P. furiosus* (green), *P. horikoshii* (blue) and *P. abyssi* (purple). Numbers shown in the Venn diagram correspond to the orthologous gene groups given in the respective patterns. arCOG categories represent the information storage and processing (orange palette), cellular processes and signaling (green palette), metabolism (blue palette) and poorly characterized genes (grey palette).

**Figure 2:**
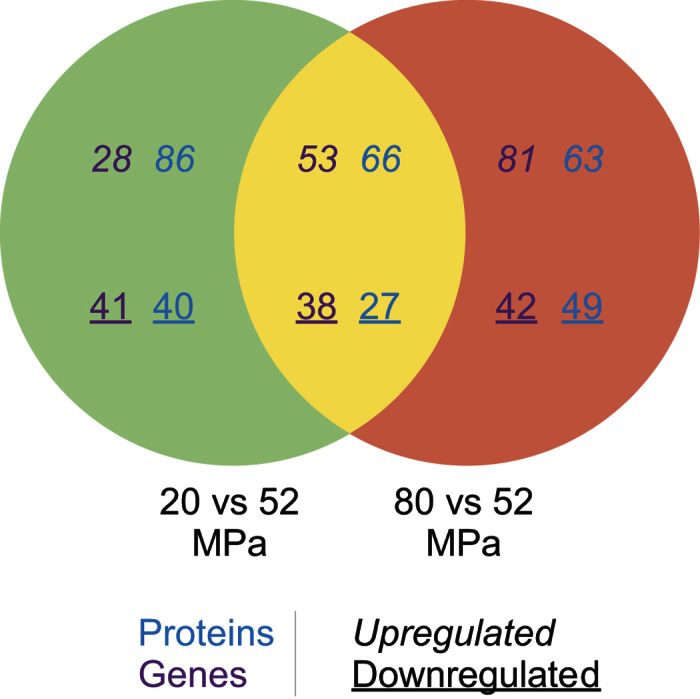
Venn diagram of protein and gene regulation in *P. yayanosii*. Genes are shown in purple, and proteins in blue. Upregulated elements are marked in italics and downregulated elements in underlined.

**Figure 3:**
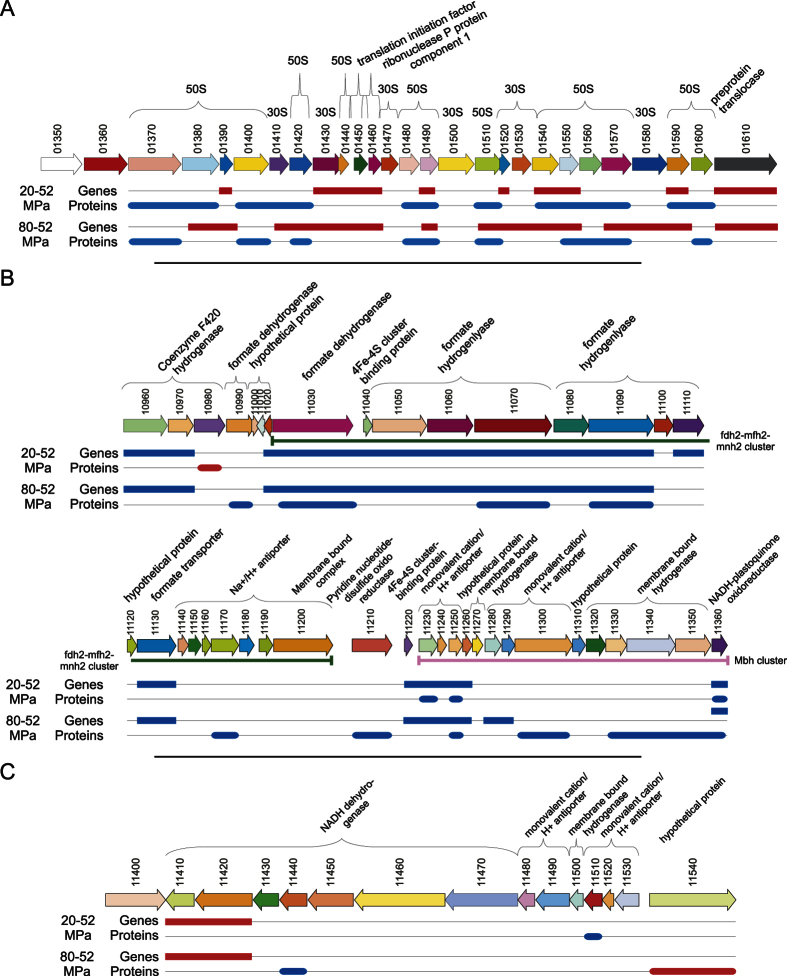
Regulated clusters under low and high pressure. (**A**) Ribosomal clusters, (**B**) Formate and hydrogenase clusters, (**C**) Sulfhydrogenase cluster. The arrows represent the genes, the ovals the RNA expression and the rectangles the protein expression results. Red indicates upregulation and blue indicates downregulation on conditions given on the left. The green bar corresponds to the cluster fdh2-mfh2-mnh2 that was described in *T. onnurineus* as responsible for formate metabolism^29^. The purple bar corresponds to the Mbh cluster that was described in *P. furiosus* as involved in the reduction of protons to H_2_^18^.

**Figure 4:**
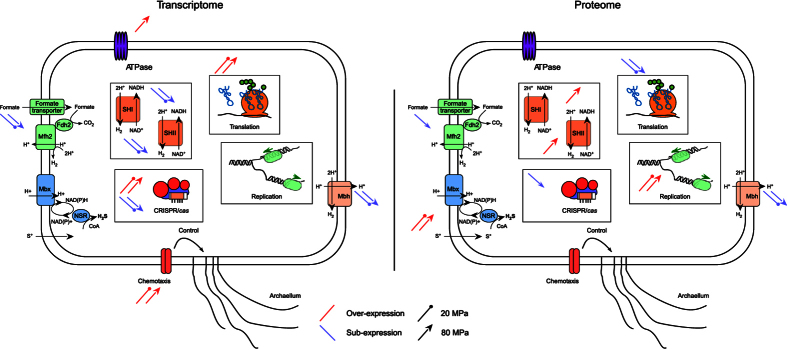
Schematic representation of the main regulations observed at low and high pressure. Here are represented the formate metabolism (green), Mbh Hydrogenase (light orange), Mbx sulfhydrogenase (blue), SHI and SHII sulfhydrogenase (dark orange), the chemotaxis system along the archaellum, CRISPR/*cas* system, membrane-bound ATPase and the translation and replication complexes. The transcriptomic regulation is presented on the left whereas the proteomic one is on the right side. Blue and red arrows represent the sub- and over-expression in stress conditions (20 or 80 MPa) compared to the optimum condition (52 MPa). The circle and arrow lines correspond to the regulation at respectively 20 and 80 MPa. The differences observed for the CRISPR/cas system is due to the opposite regulations of the different clusters.

**Table 1:** Summary of GO and KEGG enrichment analyses in *P. yayanosii*.

Conditions	Genes		Proteins	
	DR	UR	DR	UR
20 vs 52 MPa	Hydrogenases	Chemotaxis	Ribosomes	-tRNA bisynthesis -Oxidoreductase activity
80 vs 52 MPa	Hydrogenases	Ribosomes transmembrane ATPases	-Ribosomes-Formate metabolism	-tRNA biosynthesis-Hydrogenases

The hydrostatic pressure 52 MPa is considered as the reference condition whereas 20 and 80 MPa where considered the stressful conditions. UR means up-regulated and DR means down-regulated.

# Supplementary material for: High hydrostatic pressure adaptive strategies in an obligate piezophile Pyrococcus yayanosii
**Source:** Sci Rep. 2016 Jun 2;6:27289. doi: 10.1038/srep27289
**Supplement:** Supplementary data

# High hydrostatic pressure adaptive strategies in an obligate piezophile

## *Pyrococcus yayanosii*

**Grégoire Michoud<sup>1,2</sup> and Mohamed Jebbar<sup>1\*</sup>**

Technopole Brest-Iroise

Rue Dumont d'Urville

29280 Plouzané

## Supplementary Data

Table S1 General characteristics of the 4 species of *Pyrococcus* studied, *P. abyssi* GE5, *P. furiosus* DSM 3638, *P. horikoshii* OT3 and *P. yayanosii* CH1<sup>1</sup>

|                        |                          | <i>Pyrococcus abyssi</i> GE5 | <i>Pyrococcus furiosus</i> DSM 3638 | <i>Pyrococcus horikoshii</i> OT3 | <i>Pyrococcus yayanosii</i> CH1 |
|------------------------|--------------------------|------------------------------|-------------------------------------|----------------------------------|---------------------------------|
| Genomic features       | Size (bp)                | 1,768,562                    | 1,908,256                           | 1,738,505                        | 1,716,818                       |
|                        | Predicted CDS            | 2,051                        | 2,179                               | 2,061                            | 1,915                           |
|                        | GC %                     | 45                           | 41                                  | 42                               | 52                              |
|                        | CDS %                    | 92.86                        | 90.41                               | 91.94                            | 89.91                           |
|                        | Mean CDS length (bp)     | 863                          | 842                                 | 843                              | 828                             |
|                        | rRNA                     | 5                            | 4                                   | 4                                | 4                               |
|                        | tRNA                     | 46                           | 46                                  | 47                               | 46                              |
|                        | arCOG %                  | 72.94                        | 72.28                               | 72.84                            | 74.57                           |
| Geographical features  | Origin                   | Vulcano Island, Italy        | North Fiji Basin, SW Pacific Ocean  | Okinawa Trough, Pacific Ocean    | Ashadze, Mid- Atlantic Ridge    |
|                        | Depth (m)                | 0                            | 2,000                               | 1,395                            | 4,100                           |
| Physiological features | Morphology               | Cocci                        | Cocci                               | Cocci                            | Cocci                           |
|                        | Metabolism               | Strictly anaerobic           | Strictly anaerobic                  | Anaerobic                        | Strictly anaerobic              |
|                        | Size (µm)                | 0.8-2                        | 0.8-2.5                             | 0.8-2                            | 0.6-1.4                         |
|                        | Temperature range (°C)   | 67-102                       | 70-103                              | 80-102                           | 80-108                          |
|                        | Optimum temperature (°C) | 96                           | 100                                 | 98                               | 98                              |
|                        | pH range                 | 4-8.5                        | 5-9                                 | 5-8                              | 6-9.5                           |
|                        | Optimum pH               | 6.8                          | 7                                   | 7                                | 7.5-8                           |
|                        | NaCl range (% w/v)       | 0.7-2.5                      | 0.5-5                               | 1-5                              | 2.5-5.5                         |
|                        | Optimum NaCl (% w/v)     | 3                            | 2                                   | 2.4                              | 3.5                             |
|                        | Pressure range (MPa)     | 0.1-50                       | 0.1-45                              | 0.1-40                           | 20-120                          |
|                        | Optimum Pressure (MPa)   | 20                           | 0.1                                 | 0.1                              | 52                              |
|                        | Doubling time (min)      | 33                           | 37                                  | 32                               | 50                              |

Table S2 : Predicted pathways of amino acid biosynthesis. -§ is missing the last enzyme of the pathway.

| Amino Acid | Predicted pathways of amino acid biosynthesis |                    |                      |                     |
|------------|-----------------------------------------------|--------------------|----------------------|---------------------|
|            | <i>P. abyssi</i>                              | <i>P. furiosus</i> | <i>P. horikoshii</i> | <i>P. yayanosii</i> |
| Cys        | +                                             | +                  | -                    | +                   |
| Leu        | -§                                            | -§                 | -                    | -                   |
| Lys        | +                                             | +                  | +                    | -                   |
| Met        | -                                             | +                  | +                    | -                   |
| Phe        | -                                             | +                  | -                    | -                   |
| Trp        | +                                             | +                  | -                    | -                   |
| Val        | -§                                            | -§                 | -                    | -                   |
| Ala        | +                                             | +                  | +                    | +                   |
| Asn        | +                                             | +                  | +                    | +                   |
| Asp        | +                                             | +                  | +                    | +                   |
| Glu        | +                                             | +                  | +                    | +                   |
| Gln        | +                                             | +                  | +                    | +                   |
| Gly        | +                                             | +                  | +                    | +                   |
| His        | -                                             | +                  | -                    | -                   |
| Ile        | -§                                            | -§                 | -                    | -                   |
| Pro        | -                                             | -                  | -                    | -                   |
| Ser        | +                                             | +                  | +                    | +                   |
| Thr        | +                                             | +                  | +                    | +                   |
| Tyr        | -                                             | +                  | -                    | -                   |

Table S4 Real time RT-PCR validations and operon regulation during High pressure stress. Relative gene expression changes data from microarray analysis and quantitative real-time RT-PCR assays

| Locus       | Description                         | Coordinates |           | Microarray |       | qRT-PCR |       |
|-------------|-------------------------------------|-------------|-----------|------------|-------|---------|-------|
|             |                                     |             |           | 20-52      | 80-52 | 20-52   | 80-52 |
| PYCH_00020  | NiFe hydrogenase II subunit         | 1 016       | 2 029     | -3,96      | -3,19 | -3,62   | -5,52 |
| PYCH_00030  | cytochrome-c3 hydrogenase           | 2 016       | 2 882     | -2,96      | -2,83 | -3,97   | -3,89 |
| PYCH_01430  | 30S ribosomal protein               | 132 937     | 133 569   | 2,26       | 3,64  | 1,9     | 2,4   |
| PYCH_r10    | ARNr 5S                             | 164 226     | 164 347   | -3,27      | -1,15 | -2,69   | -1,16 |
| PYCH_05460  | hypothetical protein                | 452 227     | 452 766   | 2,21       | -2,54 | 2,82    | -2,15 |
| PYCH_06240  | ribulose-1,5-biphosphate synthetase | 524 514     | 525 272   | 2,2        | 2,13  | 3,25    | 1,95  |
| PYCH_06250  | Thiamine biosynthesis protein       | 525 353     | 526 645   | 5,3        | 7,05  | 3,18    | 2,25  |
| PYCH_08570  | Transposase                         | 755 521     | 756 726   | -1,55      | 1,19  | -1,05   | 1,24  |
| PY0867_0868 | Intergenic Space                    | 765 083     | 765 369   | 4,5        | 8,91  | 2,35    | 2,45  |
| PYCH_09590  | <i>Cas</i> 4                        | 847 106     | 847 621   | 2,23       | 2,96  | 12,34   | 8,94  |
| PYCH_11050  | formate hydrogenlyase II subunit    | 974 097     | 975 539   | -9,25      | -9,87 | -12,35  | -4,08 |
| PYCH_11070  | formate hydrogenlyase II subunit    | 976 760     | 978 814   | -5,64      | -4,94 | -27,78  | -3,76 |
| PYCH_11420  | NADH dehydrogenase subunit          | 1 004 080   | 1 005 255 | 2,08       | 2,38  | 1,75    | 2,11  |
| PYCH_11930  | alanine aminotransferase            | 1 051 537   | 1 051 764 | 1,01       | 1,21  | 1,15    | 1,46  |
| PYCH_17100  | maltodextrin transport - permease   | 1 522 525   | 1 523 466 | 2,04       | 3,04  | 1,71    | 1,9   |
| PYCH_17110  | maltodextrin transport - permease   | 1 523 463   | 1 524 704 | 1,92       | 2,7   | 1,26    | 2     |

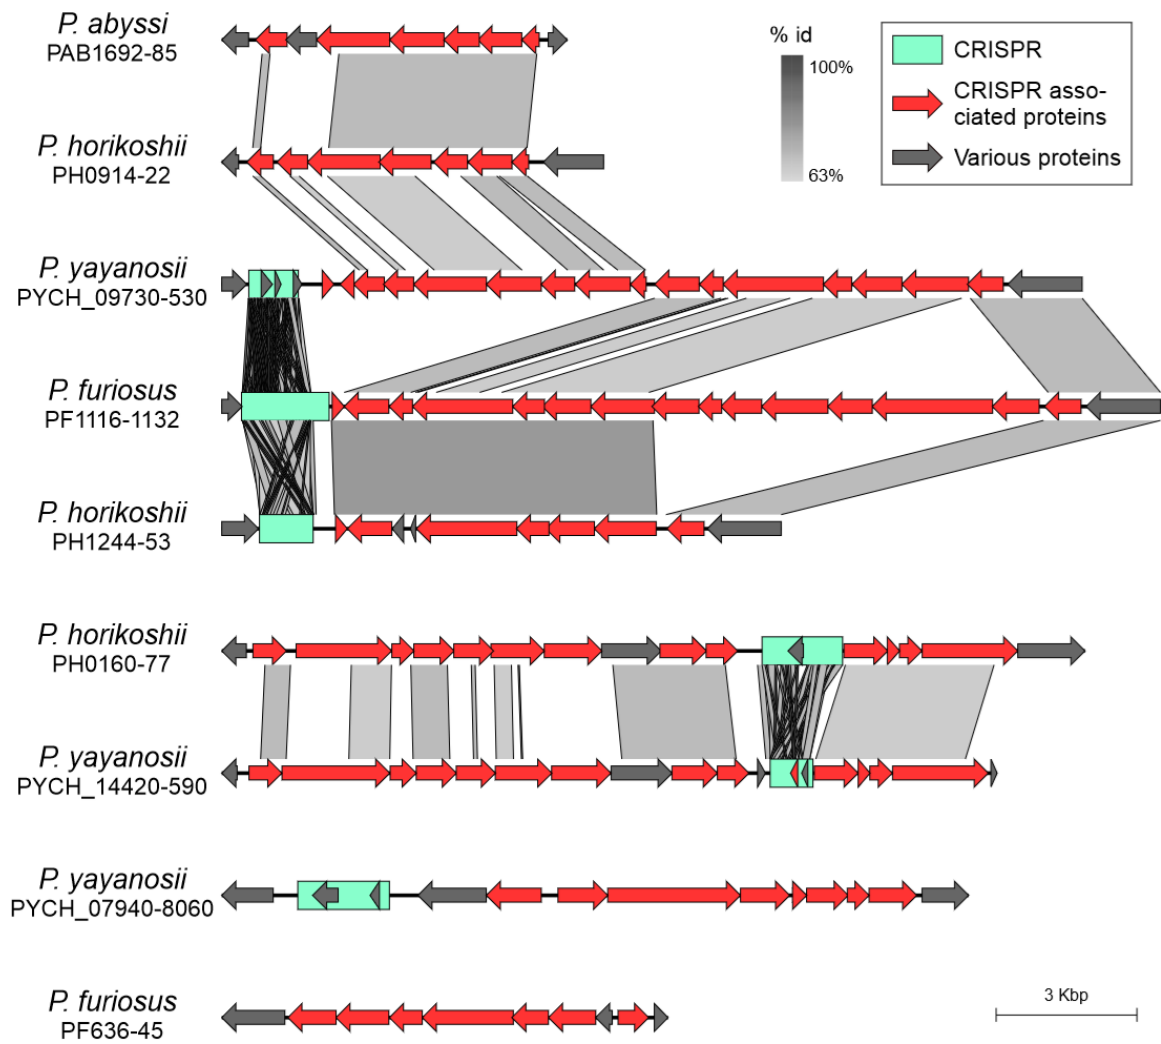

Figure S1 : CRISPR/cas alignements in *Pyrococcus*. The alignments were done with the Easyfig software (blastn, e-value  $10^{-4}$ )<sup>2</sup>.

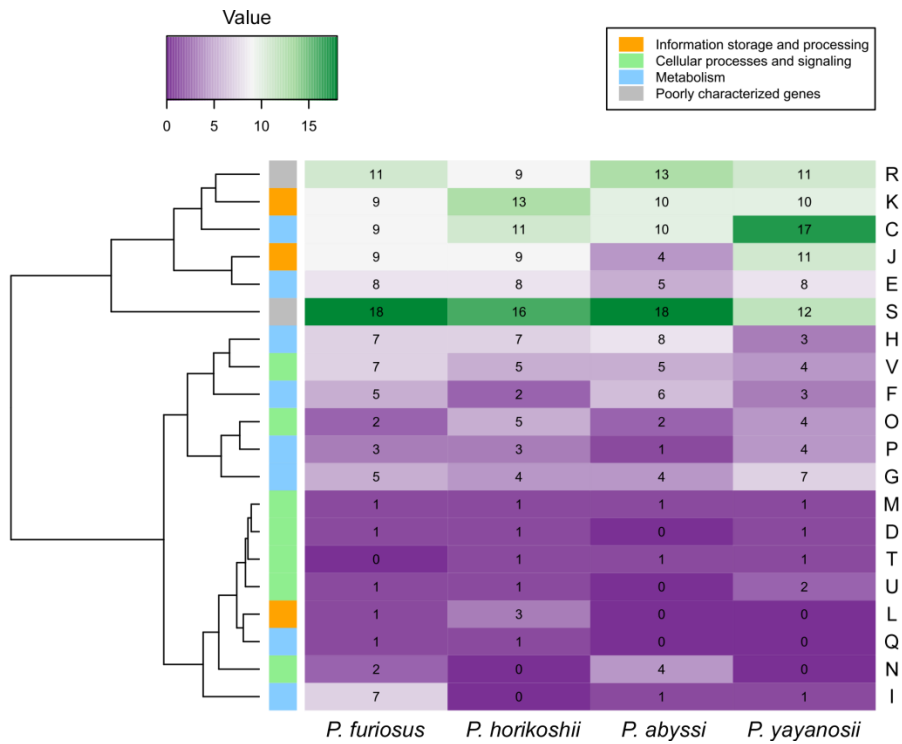

Figure S2: Heatmap representing the proportion of highly expressed genes by arCOG categories done using the R script “gplots”<sup>3</sup>.

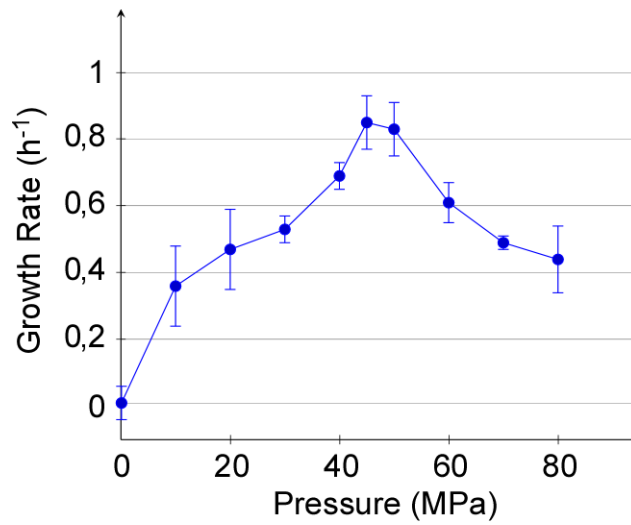

Figure S3: Growth assays of *P. yayanosii*.

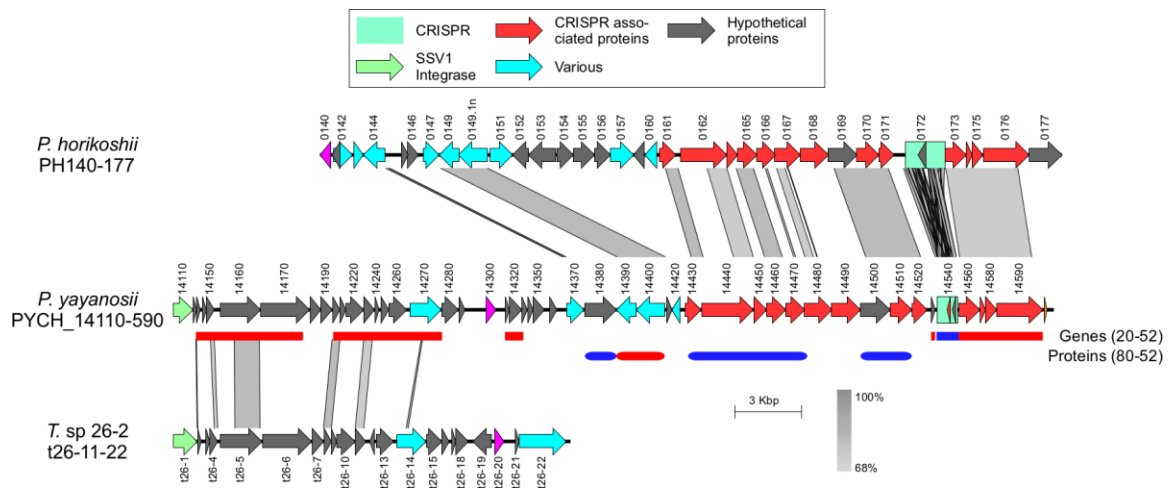

Figure S4: Alignment of a regulated *P. yayanosii* CRISPR-*cas* cluster with part of a plasmid of *Thermococcus* sp. 26-2 and *P. horikoshii*<sup>4</sup>. The arrows represent the genes, the ovals the expression results of RNA and the rectangle the expression results of proteins. The blue color mean the down-regulation on conditions indicated on the left whereas the red one corresponds to the up-regulation. The alignments were done with the Easyfig software (blastn, e-value 10<sup>-4</sup>)<sup>2</sup>.

## References

1. Birrien, J.-L. *et al.* *Pyrococcus yayanosii* sp. nov., an obligate piezophilic hyperthermophilic archaeon isolated from a deep-sea hydrothermal vent. *Int J Syst Evol Microbiol* **61**, 2827–2881 (2011).
2. Sullivan, M. J., Petty, N. K. & Beatson, S. A. Easyfig: a genome comparison visualizer. *Bioinformatics* **27**, 1009–1010 (2011).
3. Warnes, G. R. *et al.* gplots: Various R programming tools for plotting data. *R package version 2*, (2009).
4. Soler, N. *et al.* Two novel families of plasmids from hyperthermophilic archaea encoding new families of replication proteins. *Nucleic Acids Res* **38**, 5088–5104 (2010).

How the deposited data were processed for this re-analysis (not part of the article)

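The arrays of *P. yayanosii* measured RNA of cells grown at 20, 52 and 80 MPa, with 3 arrays for each pressure, and 6 further arrays measured RNA of *P. furiosus* at 0.1 and 45 MPa, with 3 for each. The same custom array design, with 62976 spots and probes of both species, was used for all 15. Proteomics data were not analysed here.

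The scanner files hold one colour. The authors labelled the RNA with a single dye, scanned the arrays and extracted an intensity for every spot, from which their software had subtracted the background and removed trends across the surface without scaling one array to another. The deposited series matrix holds log2 values that the authors made by raising signals under 1.0 to 1.0 and by per-array and per-gene median normalization. Set against the scanner values, its array median was found to be that over the probes of both species, and its gene median that over the arrays of each species.

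For the values given here, the processed signal was floored at 1.0 and taken to log2. Control spots and spots marked as non-uniform or population outliers were left out, replicate spots of a probe were averaged, and the median over the probes of the array's own species was subtracted from each array. The value of a gene or of an intergenic or non-coding feature is the mean of its probes on its strand. Every feature was kept in the main comparison, 1848 genes and 1558 intergenic and non-coding features of *P. yayanosii* and 2037 genes of *P. furiosus*. The median processed signal of the probes of the array's own species was between 1697 and 2948 on the 15 arrays, and 95.8% to 99.2% of these probes were well above background.

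The values were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the 9 arrays of *P. yayanosii* in one model so that the pressures share an estimate of the spread, and with the contrasts 20 against 52 MPa, 80 against 52 MPa and 80 against 20 MPa. The p-values were adjusted by the Benjamini-Hochberg method over all genes, or over all intergenic and non-coding features, and a call needed an FDR of 0.05 and a fold change of 2. The clusters of genes that the paper names were tested as sets with fry, the rotation test of limma, and adjusted over 26 tests, 13 clusters and 2 contrasts. The aminoacyl-tRNA synthetases, 23 genes by the array's annotation, were adjusted over their 2 contrasts, and the contrast of 80 against 20 MPa over 14 sets. RT-PCR values were read from Table S4, and correlations with them were tested with 100000 permutations. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

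Genes of *P. furiosus* were compared between 45 and 0.1 MPa without a block. For the 3 arrays taken as 45 MPa, 1 of the deposited labels gives 52 MPa, and the others give 45 MPa. Arrays with the same replicate number deviated together from the means of their pressures, with correlations of 0.12 to 0.49 and all 3 pairs above 0.1, so the number was taken to pair these arrays. The fit with the replicate block called 101 genes higher and 70 lower.

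The genes named in the text were chosen by a rule: every locus named in the Results or in Table S4, the highest and the lowest member of each cluster, and for each contrast the 5 largest rises and the 5 largest falls among called genes whose arrays did not overlap and which were well above background on every array of at least 1 pressure (3 each way for *P. furiosus*). The values in the tables of the paper had been seen when the rule was written. The rule, the comparisons and the alternatives were set before the data were examined, apart from 4 alternatives that were chosen after seeing the data: centring on the median gene, taking the 52 MPa arrays as 1 replicate, and fitting each slide on its own.

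The alternatives were the array median over both species, the 75th percentile, quantile normalization, normexp background correction with an offset of 50, scaling before the floor, only detected genes, the median of the probes or the brightest probe, the series matrix values, the moderated F test, multi-class SAM with 100 permutations, only the pressures compared, no fold threshold, blocks for the replicate number, the culture number and the slide, camera with a preset or an estimated correlation, and each array left out in turn. The multi-class SAM was written anew for this purpose, since the paper's software was not used.

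The steps were tested on data simulated around the mean levels of the genes, in which 200 genes were changed by known amounts at each pressure. The spread of a gene was drawn from preset values, alike at all pressures, and was not that of the arrays. Each of these changes lay well past the fold threshold, so the recovery does not cover calls near a 2-fold change. Limma recovered 200 at 20 MPa, 199 at 80 MPa and 370 of the 377 genes that differed between them, with 0 unchanged genes called. SAM recovered 198, 198 and 368. For *P. furiosus*, limma recovered 198 of 200. Fry called the moved set, and 1 of 27 tests of unmoved sets.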

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

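The tests of the slides, of flanking genes under the fold threshold, of signal from the opposite strand, of RNA of the other species and of a raised background were chosen only after the result was seen.

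The responses to 20 and to 80 MPa are described here because they differ from each other in tests of the difference itself. Between 80 and 20 MPa, limma called 246 genes, 12 of the 14 gene sets differed with fry, and 9 genes were called in opposite directions against 52 MPa. These 9 are PYCH_00700, PYCH_04990, PYCH_05460, PYCH_08920, PYCH_14140, PYCH_14150, PYCH_14560, PYCH_14570 and PYCH_14580, and limma also called 9 of them between 80 and 20 MPa. Genes with opposite calls lie past the fold threshold between 80 and 20 MPa by construction, so these 9 calls add no separate evidence. For 3 of them the opposite calls rest on single arrays: PYCH_08920 was at 0.79 at 80 MPa without the second array of 80 MPa, PYCH_14560 at 0.99 at 20 MPa without the second array of 20 MPa or of 52 MPa, and PYCH_14580 at −0.96 at 80 MPa without the first array of 80 MPa. Regrouping the arrays cannot by itself exclude chance, because the real split was the only 1 of 10 to call as many genes and 10 splits never give a share under 0.1. The other splits called 0 genes with limma, and random scatter between independent arrays is argued against for the called genes by limma's adjusted p. Scaling moves the split between higher and lower genes, from 113 and 133 to 235 and 83 with the array median over both species. The number of differing sets was 5 with that median and 13 with the 75th percentile and with quantile normalization, which added SHII in opposite directions (−0.18 and 0.11). The V-ATPase, the ribosomal genes, the CRISPR-*cas* genes from PYCH_07940 and from PYCH_14430 and the integrated element differed under each of these scalings. A change of the median shifts all genes of an array alike, so that a set keeps its place among all genes: relative to their median, the set around *cdc6* was at −0.29, SHI at −0.27, Mbx at −0.22, SHII at −0.17 and formate metabolism at −0.11 under both medians. Quantile normalization, which does not shift all genes alike, put them at −0.35, −0.10, −0.28, 0.024 and −0.032, and by the brightest probe of each gene the set around *cdc6* was at 0.0090. The direction of SHII and both the direction and the size of the difference around *cdc6* therefore stay open. Set against the other genes with camera and its preset correlation, 9 of the 14 sets differed, and with an estimated correlation 0. Of the 9 genes, 6 kept opposite calls with the median over both species, 7 with the 75th percentile and 6 with quantile normalization. Within slide 1, 235 genes were called. A different response of the cells to low and to high pressure stays open as the biological explanation and was tested no further.

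The arrays also carry probes in intergenic regions and on non-coding RNA, which the paper treats for single loci only. Of 1558 such features, 245 were called at 20 MPa (127 higher and 118 lower) and 210 at 80 MPa (73 and 137). At 80 MPa the share of higher features was 34.8%, against 62.9% (149 and 88) with the median over both species and 18.0% (43 and 196) with the 75th percentile, and at 20 MPa it was 51.8%, against 37.3% (94 and 158) with the 75th percentile. The real split of the arrays was again the only 1 of 10 with as many calls at both pressures, and 10 splits alone cannot exclude chance, while limma's adjusted p argues against random scatter between independent arrays for the called features. Transcripts that run on from a flanking gene might explain these calls. At 20 MPa, 33.2% of the called intergenic regions (65 of 196) had a flanking gene called in the same direction, while 14.8% of the other regions had a flanking gene called in either direction at that pressure. Flanking genes under the fold threshold count as well: 49.5% of the called regions (97 of 196) had a flanking gene changed in the same direction by at least 0.5 times their log2 fold change, with a 95% interval of 42.5% to 56.5%, and the regions correlated with the mean of their flanking genes with r = 0.431. Whether run-on transcripts explain most calls at 20 MPa therefore stays open. At 80 MPa, 55.9% (95 of 170) had a flanking gene called in the same direction, and 19.6% of the other regions had a called flanking gene. A flanking gene changed in the same direction by at least 0.5 times their log2 fold change was found for 70.6% (120 of 170). The 95% interval was 63.7% to 77.4%, and r with the mean of the flanking genes was 0.557. These values are as run-on transcripts need for most calls at 80 MPa. They do not show the cause, so that explanation stays open there. Antisense signal made from the sense strand during labelling might also add calls. The log2 fold changes of the strands correlated across intergenic regions with r = 0.538 at 20 MPa and r = 0.573 at 80 MPa, and 63 and 55 regions were called on the antisense strand only. Transcription on both strands and copying of the strand cannot be told apart here, because no array lacks the copying step. Regulation of these regions by pressure stays open as well.

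*P. furiosus* at 0.1 and 45 MPa is not reported on in the paper. For the 3 arrays taken as 45 MPa, 1 of the deposited labels gives 52 MPa while the others and the description of the series give 45 MPa, so the pressure of this comparison is not beyond doubt. At 45 MPa compared with 0.1 MPa, 170 of 2037 genes were called, 100 higher and 70 lower. The split was 51 and 106 with the array median over both species, 68 and 77 with quantile normalization and 62 and 64 with normexp background correction. PF1350 (log2 fold change 2.83), PF1633 (2.56) and PF1632 (2.55) rose most, and PF0340 (−4.21), PF0190 (−3.31) and PF1528 (−3.14) fell most. The real split was the only 1 of 10 with as many calls, and likewise the only 1 among the 4 that part 3 pairs of replicates, which by itself cannot exclude chance. The other splits called 0 genes with limma, the arrays of the pressures did not overlap for 60.9% of the genes against 10% by chance, and limma's adjusted p, 2.9e-06 for PF0340, argues against random scatter between independent arrays for the called genes. The slide was weighed as an explanation of the count. Slide 1 held a single array, of 0.1 MPa, and with the slide as a block, which comes to leaving that array out, 185 genes were called, which argues against it. An effect of pressure on *P. furiosus* stays open, as does the scaling for the direction of single genes.

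On 20 MPa replicate 1 of *P. yayanosii*, 11.4% of the *P. furiosus* probes that were dim on the other arrays lay well above background, against 0.656% to 2.45% on the other 8 arrays. The signal of these probes followed their level on the *P. furiosus* arrays with a rank correlation of 0.580, against 0.00887 to 0.102 on the other arrays, which is consistent with some *P. furiosus* RNA on that array. A raised background is argued against, as the probes of the least expressed *P. furiosus* genes had a median signal of 6.47 there and 5.89 to 11.8 on the others. On *P. furiosus* 0.1 MPa replicate 1, 4.11% of the corresponding *P. yayanosii* probes lay well above background, and they followed their level on the *P. yayanosii* arrays with a rank correlation of 0.371, against 0.0453 to 0.146 on the other arrays, which is consistent with *P. yayanosii* RNA on it. One other *P. furiosus* array, 45 MPa replicate 2, had 4.16% such probes without a rank correlation as high. The design names no biological explanation for either, and none was tested. The excess of signal came to 0.100% and 0.0396% of the level on the arrays of the species itself.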

How the results depend on the processing

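Centring each array on its median gene, taking the 52 MPa arrays as 1 replicate and fitting slide 1 or slide 2 alone were chosen only after the data had been seen.

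Of 199 results, 104 for named genes and 95 for counts, clusters and correlations, 82 showed no change of direction or of side of the threshold, or no change of a count by more than 1.5 times, under any alternative run. Among the latter were the correlation of the responses at 20 and 80 MPa across genes (0.487 to 0.540), the correlations with the RT-PCR (0.893 to 0.903 at 20 MPa and 0.869 to 0.889 at 80 MPa), and the counts of downregulated Mbh, SHII and SHI genes at both pressures. The correlations could not move under scalings that shift all genes of an array alike. Nor could they move under tests or blocks that leave the fold changes as they were. With each array left out in turn, 247 to 256 genes were called at 20 MPa, 282 to 301 at 80 MPa, and 236 to 275 between 80 and 20 MPa, while 239 to 260 and 203 to 222 intergenic and non-coding features were called at 20 and 80 MPa and 160 to 189 genes of *P. furiosus*. Where leaving out 1 array leaves a pressure with a pair of arrays, limma's pooled spread was used.

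Without the fold threshold many small changes passed, by construction. The count of called genes was 1465 at 20 MPa (883 higher and 582 lower), 1475 at 80 MPa (947 and 528) and 1463 between 80 and 20 MPa (788 and 675), with 601 higher and 271 lower at both pressures and 330 in opposite directions. Intergenic and non-coding features numbered 989 at 20 MPa (551 and 438) and 940 at 80 MPa (433 and 507), and genes of *P. furiosus* 938 (540 and 398). At 20 MPa the counts of upregulated genes were then 26 for the ribosomal genes, 13 for Mbx, 6 for the V-ATPase, 6 around *cdc6*, 15 for CRISPR-*cas* PYCH_09530 to PYCH_09730, 14 for CRISPR-*cas* PYCH_14430 to PYCH_14590 and 13 for the synthetases. At 80 MPa they were 5 for chemotaxis, 11 for Mbx, 7 for CRISPR-*cas* PYCH_07940 to PYCH_08060, 10 for PYCH_09530 to PYCH_09730, 11 for the integrated element and 17 for the synthetases, with 18 formate genes and 10 genes of PYCH_14430 to PYCH_14590 downregulated. No named gene reversed, and 20 passed that had not.

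The array median over the probes of both species gave 269 upregulated genes at 80 MPa, 235 higher and 83 lower at 80 than at 20 MPa, and 149 higher and 88 lower intergenic and non-coding features at 80 MPa. For *P. furiosus* it gave 51 higher and 106 lower. The series matrix values, made with the same median, gave 267, 235 and 83, 149 and 88, and 51 and 106. Both called 2 upregulated genes of CRISPR-*cas* PYCH_07940 to PYCH_08060, 6 of the integrated element and 3 synthetases at 80 MPa, and 3 downregulated genes of PYCH_14430 to PYCH_14590. The median of this last cluster at 80 MPa was −0.17 under both and no longer passed. That of PYCH_09530 to PYCH_09730 was 0.44 under both and passed. The synthetases at 20 MPa, at 0.12 and 0.11, no longer passed. PYCH_19180 at 20 MPa reversed to −0.031 and −0.034. Between 80 and 20 MPa, 5 of the 14 sets differed under both. Chemotaxis (−0.22 under both), Mbh (−0.14), CRISPR-*cas* from PYCH_09530 (−0.0098 and −0.0087) and the synthetases (0.39 and 0.40) no longer passed, and Mbx (0.11 under both), SHII (0.15), SHI (0.058 and 0.059), formate (0.22) and the *cdc6* cluster (0.033 and 0.034) reversed. A change of the median shifts all genes of an array alike, by construction, and none of the reversed sets passed, so these reversals carry no information on the sets. Relative to the median of all genes the *cdc6* cluster stayed at −0.29 and SHII at −0.17. What moved this median is weighed under the other observations.

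With the 75th percentile, 98 genes were upregulated at 20 MPa, 98 at 80 MPa and 28 at both, and 43 intergenic and non-coding features were higher at 80 MPa. At 20 MPa it called 8 ribosomal genes, 0 Mbx genes, 0 V-ATPase genes and 4 genes of CRISPR-*cas* PYCH_14430 to PYCH_14590 upregulated, and at 80 MPa 0 Mbx genes and 0 synthetases. Among these, limma without the fold threshold called 13 Mbx genes and 6 V-ATPase genes at 20 MPa and 11 and 17 at 80 MPa for Mbx and the synthetases, under the median of the own species. The median of CRISPR-*cas* PYCH_07940 to PYCH_08060 at 80 MPa reversed to −0.0075, and that of the integrated element was 0.17 and did not pass. That of PYCH_09530 to PYCH_09730 was 0.020 while the mean was −0.15, and it passed, which supports no rise. Named genes near 0 reversed: PYCH_06170 to −0.080, PYCH_11930 to −0.084 and PYCH_19180 to −0.12 at 20 MPa, and PYCH_14400 to −0.011, PYCH_11510 to −0.099, PYCH_08570 to −0.18 and PYCH_11930 to −0.16 at 80 MPa. The 75th percentile shifts all genes of an array alike, by about the change in the median of all genes, so these changes follow from its construction. SHII (−0.18) passed between 80 and 20 MPa, and 13 of the 14 sets differed. Another 8 named gene results no longer passed and 89 were unchanged.

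With quantile normalization, 27 genes were upregulated at both pressures. It called 2 ribosomal genes, 0 V-ATPase genes and 4 genes of CRISPR-*cas* PYCH_14430 to PYCH_14590 upregulated at 20 MPa, and 12 ribosomal genes, 1 Mbx gene and 0 synthetases at 80 MPa. The median of PYCH_09530 to PYCH_09730 at 80 MPa reversed to −0.030 (mean −0.15). At 20 MPa, PYCH_06170 reversed to −0.015, PYCH_11930 to −0.053 and PYCH_19180 to −0.23, and 6 further named gene results no longer passed. SHII reversed to 0.11 and formate to 0.050 between 80 and 20 MPa, where 13 of the 14 sets differed. The cause was not tested.

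Normexp background correction gave 79 higher intergenic and non-coding features at 20 MPa, 62 higher genes of *P. furiosus* and 1 Mbx gene at 80 MPa, and PYCH_08570 at 80 MPa reversed to −0.058. With the arrays scaled before the floor it was −0.0017. The median of the probes called 1 Mbx gene at 80 MPa and reversed PYCH_08570 there to −0.076 and PYCH_19180 at 20 MPa to −0.014. The brightest probe called 1 Mbx gene and 0 synthetases at 80 MPa and reversed PYCH_14400 there to −0.14. It reversed formate between 80 and 20 MPa to 0.013 and the *cdc6* cluster to 0.040 (mean −0.11), which still passed, SHII (−0.12) passed and the synthetases (0.13) no longer did. Centring on the median gene reversed PYCH_08570 at 80 MPa to −0.0014, and slide 1 alone to −0.0047. Within slide 1, Mbx (−0.12) and the synthetases (0.14) no longer differed between 80 and 20 MPa. In slide 2 alone, 9 ribosomal genes at 20 MPa, 1 Mbx gene and 1 gene of CRISPR-*cas* PYCH_07940 to PYCH_08060 at 80 MPa rose by the fold threshold. The cause was not tested for any of these.

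Camera with its preset correlation set the clusters against all other genes, and 6 medians that passed with fry did not pass with it: those of SHI (−1.21), CRISPR-*cas* PYCH_09530 to PYCH_09730 (0.51) and the synthetases (0.16) at 20 MPa, and those of CRISPR-*cas* PYCH_07940 to PYCH_08060 (0.18), the integrated element (0.36) and the synthetases (0.30) at 80 MPa. With an estimated correlation, none of the sets passed that passed with fry, at adjusted p of 0.223 to 0.836, although the medians were unchanged. At 20 MPa these were chemotaxis at 1.53, ribosomal 1.01, Mbh −1.28, Mbx 0.69, SHII −2.43, SHI −1.21, formate −1.38, V-ATPase 0.86, *cdc6* cluster 1.33, CRISPR-*cas* from PYCH_07940 1.10, from PYCH_09530 0.51 and from PYCH_14430 0.97, the integrated element 1.62 and the synthetases 0.16. At 80 MPa they were 1.28, 1.34, −1.69, 0.61, −2.54, −1.43, −0.98, 1.75 and 1.12 for the first 9 in the same order, then 0.18 from PYCH_07940, −0.40 from PYCH_14430, 0.36 for the integrated element and 0.30 for the synthetases. Between 80 and 20 MPa, SHI (−0.22), the *cdc6* cluster (−0.24) and the synthetases (0.12) did not pass with the preset correlation. With the estimated correlation 0 of the 14 sets passed with camera, 1 had an unadjusted p under 0.05, and SAM tests no sets. Among those that passed with fry were also chemotaxis (−0.50), the ribosomal genes (0.30), Mbh (−0.42), Mbx (−0.17), the V-ATPase (0.74), CRISPR-*cas* from PYCH_07940 (−0.84), from PYCH_09530 (−0.29) and from PYCH_14430 (−0.96), and the integrated element (−0.86). Both versions of camera ask another question than fry, whether a set changed more than the other genes, and why the estimated correlation lost every set was not tested.

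The replicate numbers of the *P. yayanosii* arrays were not taken to pair them. Arrays with the same number in the titles had correlations of −0.31 to 0.13, with 1 of 9 pairs above 0.1, and with the same culture number in the descriptions −0.17 to 0.25, with 2 of 6. With the replicate block, 253 genes were called at 20 MPa and 294 at 80 MPa. With the replicate block by culture number, 245 and 300 were called, with 4 upregulated genes of the integrated element at 80 MPa. PYCH_11930 reversed to −0.0054 at 20 MPa and −0.0095 at 80 MPa, and PYCH_19180 at 20 MPa to −0.091. PYCH_08920 at 80 MPa fell to 0.97 and was not called, so 8 of the 9 genes with opposite calls kept them. Under this block, 2 named gene results no longer passed and 1 passed that had not. For *P. furiosus*, whose numbers were taken to pair the arrays, the block changed no other call of a named gene. With the 52 MPa arrays as 1 replicate, which leaves fewer samples by construction, the integrated element at 80 MPa (0.36) no longer passed, at an adjusted p of 0.0908 within a range of 1.4e-04 to 0.0908 over its alternatives.

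Some alternatives had no room to move the counts of called genes of *P. yayanosii*. The moderated F test, multi-class SAM, only the pressures compared, the replicate block, the slide as a block and the 52 MPa arrays as 1 replicate gave 253, 294 and 246 genes each, the main counts. Every gene past the fold threshold also passed the adjusted p under these 6, the highest adjusted p among such genes being 1.0e-04 to 0.018 by alternative and contrast. The fold change alone decided these counts, so their sameness is no evidence for the calls. The slide block was fitted as a fixed effect for both species. For *P. furiosus*, where slide 1 held a single pressure, a random effect by duplicateCorrelation had been named for such slides and was not run.

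Single arrays decided few results. Without each array in turn, the count of Mbx genes at 80 MPa was 1 to 2, with 1 without the first array of 80 MPa. The median of CRISPR-*cas* PYCH_09530 to PYCH_09730 at 80 MPa was 0.14 to 0.31, and it passed at 0.14 (mean 0.010), without the second array of 80 MPa. Between 80 and 20 MPa, SHII ranged from −0.19 to −0.043 and passed at −0.19, without the second array of 80 MPa, and formate ranged from −0.12 to 0.026, reversing and passing without the first array of 80 MPa. PYCH_08570 at 80 MPa ranged from −0.045 to 0.095, PYCH_11930 at 80 MPa from −0.051 to 0.088, and PYCH_19180 at 20 MPa from −0.0034 to 0.046.

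The signal over background limits little for the genes of *P. yayanosii*. Keeping only detected genes left 1847 of the 1848 and the counts of called genes as they were, and 1437 of the 1558 intergenic and non-coding features and 2029 of the 2037 *P. furiosus* genes were left.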

Differences from the paper's values

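For genes higher at 20 MPa, the paper's value is 81 and the value here is 154. Of the 25 alternatives set before the data were examined, the 75th percentile (98) and quantile normalization (108) come within 1.5 times of the paper's value, and the others do not. Both move the counts of lower genes away from the paper's, to 129 and 126 at 20 MPa and to 173 and 145 at 80 MPa. For genes lower at 80 MPa, the paper's value is 80 and the value here is 141. The median over all probes (108) and the series matrix values (109) come within that range, and the other alternatives do not. Under these, the count of genes higher at 80 MPa moves away from the paper's, to 269 and 267.

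For the chemotaxis genes higher at 80 MPa, the paper's value is 5 and the value here is 3. The median over all probes, the brightest probe, the series matrix values and no fold threshold come within the range, and the others do not. For the Mbh genes lower at 20 MPa, the paper's value is 5 and the value here is 11, and for those lower at 80 MPa the paper's value is 7 and the value here is 14. None of the alternatives comes within the range for either.

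For the CRISPR-*cas* cluster PYCH_07940 to PYCH_08060, the paper's value is 5 genes lower at 20 MPa and the value here is 0 with limma, 0 with SAM and 2 at an unadjusted p under 0.05, and none of the alternatives comes within the range. At 80 MPa, the paper's value is 2 genes lower and the value here is 1, and no fold threshold (3) comes within the range while the others do not. For the CRISPR-*cas* cluster PYCH_14430 to PYCH_14590 higher at 20 MPa, the paper's value is 4 and the value here is 7. The median over all probes, the 75th percentile, quantile normalization, the brightest probe, the series matrix values, the replicate block by culture number and 2 of the fits that leave out an array come within the range, and the others do not. The locus range used here is that of Figure S4 and is wider than the one in the text. For the aminoacyl-tRNA synthetases higher at both pressures, the paper's value is 3 and the value here is 0 with limma, 0 with SAM and 11 at an unadjusted p under 0.05, and none of the alternatives comes within the range. Table S3 of the paper lists 0 of the 23 synthetases here as upregulated RNA at 20 MPa and 1 at 80 MPa, so 0 at both, as found here.

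The paper states that *cas* genes of the cluster PYCH_07940 to PYCH_08060 went down at low pressure. Here 7 of its 13 genes were upregulated at 20 MPa, with a median log2 fold change of 1.10. Table S3 of the paper lists 5 of the 13 genes as upregulated RNA at 20 MPa and 2 at 80 MPa, and lists none of them as downregulated RNA, so at 20 MPa the direction found here is that of Table S3 and not that of the text. At 80 MPa the paper states the same direction. Here 9 of the 13 genes were above 0, the only gene called was the hypothetical protein PYCH_07950, which was downregulated, and the median over all probes called 2 genes upregulated and 0 downregulated, as many as Table S3 lists.

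The paper states, for all the genes it selected, that RT-PCR was more variable than the arrays. Table S4 lists 16 loci, fewer than the text says were selected, and these were compared here with array values computed anew, so the sets of genes differ. Over these loci its SD on the log2 scale was 2.17 against 1.72 for the arrays at 20 MPa, but 1.58 against 1.87 at 80 MPa.

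The lists of Table S3 were compared with the calls here gene by gene. Of its genes on the array, 84 of 84 listed as upregulated and 76 of 83 listed as downregulated at 20 MPa were called here, and 111 of 138 and 83 of 83 at 80 MPa, and the direction was the same for 84, 83, 138 and 83 genes. Called here and not in the lists were 70, 23, 42 and 58 genes. Under the median over all probes, 82 of the 83 downregulated at 20 MPa and 136 of the 138 upregulated at 80 MPa were called. Around *cdc6*, Table S3 lists 5 upregulated genes at 80 MPa and 4 were called here, and the median over all probes calls 5. PYCH_12080 is listed there as upregulated RNA at 80 MPa and changed 1.71-fold here, which was not called, while it was called with the median over all probes at a log2 fold change of 1.01.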

Other observations

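The tests of GC content, of the slides, of the shared 52 MPa arrays, of what moves the median over both species and of a single RNA extract, and the runs of genes outside the clusters, were chosen only after the result was seen.

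Regrouping the arrays cannot by itself exclude chance for the calls at 20 MPa or at 80 MPa. The real split was the only 1 of 10 that gave as many called genes at each pressure, the other splits gave 0 with limma, and a share under 0.1 cannot be reached with 3 arrays against 3. Random scatter between independent arrays is argued against for the called genes by limma's adjusted p. GC content of the probes was weighed as a technical explanation. After the trend of the log2 fold change on GC content was removed, 93.7% of the called genes at 20 MPa and 97.6% at 80 MPa stayed past the fold threshold, which argues against it as the explanation of the calls. The slides were weighed too. Within slide 1, 259 genes were called at 20 MPa and 285 at 80 MPa, which argues against a difference between slides as their explanation. An effect of pressure stays open.

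The responses to 20 and 80 MPa share a direction across genes, and the shared 52 MPa arrays could give such a relation. With a different 52 MPa array for each pressure the correlation was still 0.513 at the lowest, which argues against the scatter of single 52 MPa arrays as its explanation. A deviation common to all 52 MPa arrays would remain in this comparison, so it cannot exclude that. A common response of the cells to both pressures stays open.

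When the array median was taken over the probes of both species, 71.4% of the called genes at 80 MPa were higher than at 52 MPa. With the median of the own species 52.0% were higher. That the median over both species follows *P. furiosus* probes near background was weighed as an explanation. It lay at a signal of 97.4 to 152, above 91.9% to 92.8% of the *P. furiosus* probes of an array and 4.18% to 5.21% of the *P. yayanosii* probes, and thus between the brightest of the former and the faintest of the latter. Where it lies decides nothing, because the numbers of probes of the species and the dimness of the *P. furiosus* probes fix it. Relative to the median of the own species it was at −4.34 at 52 MPa and −4.57 at 80 MPa. The *P. furiosus* probes of the 80 MPa arrays, put together with the *P. yayanosii* probes of the 52 MPa arrays, gave 58.2% of this fall, and the *P. yayanosii* probes of the 80 MPa arrays alone gave 41.3%. With only the *P. yayanosii* probes exchanged the arrays of the pressures did not overlap, −4.56 to −4.36 at 80 MPa against −4.35 to −4.34 at 52 MPa. Such a separation of 3 arrays against 3 cannot by itself exclude chance. With only the *P. furiosus* probes exchanged the arrays overlapped, −4.53 to −4.40 against −4.40 to −4.24. Which of these probes the median follows therefore stays open with 3 arrays for each pressure. Which of the medians is nearer to the amounts of RNA in the cells cannot be read from these arrays.

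The 52 MPa arrays differed least from each other, with a pooled SD of 0.041 against 0.072 at 20 MPa and 0.15 at 80 MPa on the log2 scale. A single RNA extract on all 3 arrays might explain this. The variance of the gene differences between 52 MPa arrays was at least 1.69 times that given by the scatter of the probes, and at least 5.64 times at 20 MPa and 18.5 times at 80 MPa. Labelling and hybridization of a single extract also add variance, so these values cannot tell a single extract from separate cultures. The sample descriptions number the 52 MPa arrays as cultures 1, 2 and 4, which as a label goes against a single extract. With the 52 MPa arrays as 1 replicate, 253 and 294 genes were called, the same as with 3, but every gene past the fold threshold also passed the adjusted p, so these counts could not show an effect of a single extract.

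Some loci that the paper discusses for their proteins had these transcript levels, with log2 fold changes at 20 and at 80 MPa. PYCH_12080, annotated as a putative ATPase RIL, was at −0.56 and 0.77. PYCH_14390, a 2-phosphoglycerate kinase, was at 0.42 and 0.30, and PYCH_14400, a cyclic 2,3-diphosphoglycerate synthetase, at 0.31 and 0.18, the latter reversing to −0.011 with the 75th percentile and to −0.14 by its brightest probe. PYCH_11440 was at 0.75 and 0.63, and PYCH_11510 at 0.43 and 0.090, which reversed to −0.099 with the 75th percentile at 80 MPa. Against 52 MPa none of these 5 was called by limma with the median of the own species, but PYCH_12080 was called between 80 and 20 MPa, at 1.34, and at 80 MPa with the median over both species, at 1.01.

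Outside the clusters of the paper, the longest run of consecutive called genes at 20 MPa was PYCH_06230 to PYCH_06280, whose annotation includes purine and thiamine biosynthesis, with 6 genes upregulated and a median log2 fold change of 2.20. At 80 MPa the longest run went by position from PYCH_17090 to PYCH_17130, with PYCH_17080 between PYCH_17090 and PYCH_17100, with the annotation of maltodextrin transport, and 6 genes were upregulated with a median of 1.38. In that run PYCH_17110 was called at 80 MPa but was at 0.996 without the second array of 80 MPa.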
